# Decidualization of human endometrial stromal cells requires steroid receptor coactivator-3

**DOI:** 10.3389/frph.2022.1033581

**Published:** 2022-11-24

**Authors:** Vineet K. Maurya, Maria M. Szwarc, David M. Lonard, William E. Gibbons, San-Pin Wu, Bert W. O’Malley, Francesco J. DeMayo, John P. Lydon

**Keywords:** steroid receptor coactivator-3, human endometrium, stromal cells, decidualization, RNA-sequencing

## Abstract

Steroid receptor coactivator-3 (SRC-3; also known as NCOA3 or AIB1) is a member of the multifunctional p160/SRC family of coactivators, which also includes SRC-1 and SRC-2. Clinical and cell-based studies as well as investigations on mice have demonstrated pivotal roles for each SRC in numerous physiological and pathophysiological contexts, underscoring their functional pleiotropy. We previously demonstrated the critical involvement of SRC-2 in murine embryo implantation as well as in human endometrial stromal cell (HESC) decidualization, a cellular transformation process required for trophoblast invasion and ultimately placentation. We show here that, like SRC-2, SRC-3 is expressed in the epithelial and stromal cellular compartments of the human endometrium during the proliferative and secretory phase of the menstrual cycle as well as in cultured HESCs. We also found that SRC-3 depletion in cultured HESCs results in a significant attenuation in the induction of a wide-range of established biomarkers of decidualization, despite exposure of these cells to a deciduogenic stimulus and normal progesterone receptor expression. These molecular findings are supported at the cellular level by the inability of HESCs to morphologically transform from a stromal fibroblastoid cell to an epithelioid decidual cell when endogenous SRC-3 levels are markedly reduced. To identify genes, signaling pathways and networks that are controlled by SRC-3 and potentially important for hormone-dependent decidualization, we performed RNA-sequencing on HESCs in which SRC-3 levels were significantly reduced at the time of administering the deciduogenic stimulus. Comparing HESC controls with HESCs deficient in SRC-3, gene enrichment analysis of the differentially expressed gene set revealed an overrepresentation of genes involved in chromatin remodeling, cell proliferation/motility, and programmed cell death. These predictive bioanalytic results were confirmed by the demonstration that SRC-3 is required for the expansion, migratory and invasive activities of the HESC population, cellular properties that are required *in vivo* in the formation or functioning of the decidua. Collectively, our results support SRC-3 as an important coregulator in HESC decidualization. Since perturbation of normal homeostatic levels of SRC-3 is linked with common gynecological disorders diagnosed in reproductive age women, this endometrial coregulator—along with its new molecular targets described here—may open novel clinical avenues in the diagnosis and/or treatment of a non-receptive endometrium, particularly in patients presenting non-aneuploid early pregnancy loss.

## Introduction

After embryo aneuploidy, parental chromosomal translocations, maternal thrombophilic anomalies, immunological disorders, and obvious uterine ultrastructural abnormalities are excluded as etiologic contributors, implantation failure intrinsic to the endometrium is commonly suspected as an underlying cause of early pregnancy loss [EPL (1)] and recurrent pregnancy loss [RPL (2)], the latter defined as the loss of two or more consecutive pregnancies in the first trimester (2–5). Accordingly, pregnancy success rates currently achieved by natural or assisted conception for women at high-risk for EPL or RPL can only be increased by an improved understanding of the cellular and molecular mechanisms that control endometrial function during the periimplantation period.

Soon after embryo attachment and the early stages of implantation, further invasion into the maternal compartment requires a functional decidua (6). Formation of the decidua entails progesterone-dependent transformation of endometrial stromal fibroblasts into specialized polygonal epithelioid decidual cells with ploidy; a process termed decidualization (7). Encapsulating the invading embryo, tightly adherent decidual cells form a decidual matrix that supports the development of the hemi-allogeneic conceptus. Decidual support includes providing histotrophic nutrition, protecting against physiological stressors, and promoting an immunotolerant microenvironment. Superimposed on these functions, the human decidua acts as a biosensor in which non-viable embryos are negatively selected (8, 9). Moreover, the decidua recruits innate immune cells [particularly uterine natural killer (uNK) cells (10)] to control the orderly invasion of the trophoblast into the maternal compartment and to orchestrate spiral arteriole remodeling that is essential for normal uteroplacental perfusion (11). In addition, uNK cells target and clear acute senescent decidual cells from the mature decidual cell population to maintain a healthy decidua (12).

During the first trimester, the above decidual functions emerge early in a series of cellular and molecular events that sequentially progress in the endometrium to advance the implanting embryo to hemochorial placentation. Accordingly, inadequate decidualization not only causes fetal demise at an early stage of gestation but is linked to a broad range of gestational complications that manifest in subsequent trimesters; these include early fetal miscarriage due to placental insufficiency, placenta accreta, fetal growth restriction, preeclampsia, and pre-term birth (13). Therefore, identifying new molecular signals that are essential for decidualization is critical to furnishing novel mechanistic insights that may lead to the development of more efficacious mechanism-based molecular diagnostics and/or precision therapies to improve the outcome of natural pregnancies as well as pregnancies conceived through assisted reproductive technologies.

The steroid receptor coactivator (SRC)/p160 family is composed of three pleiotropic coactivators (SRC-1, SRC-2, and SRC-3) (14), also known as NCOA1, NCOA2, and NCOA3 respectively. Members of the SRC/p160 family control a broad spectrum of physiologies that include (but are not limited to) metabolism, circadian rhythms, immunology, and parturition (15–20). Such SRC multifunctionality is attained through a complex functional domain structure, encompassing diverse protein-protein interaction regions that are highly responsive to posttranslational modifications (PTMs) (21, 22). Originally discovered as coactivators for nuclear receptor mediated signaling (23), SRCs are now known to control numerous non-nuclear receptor signaling pathways (14, 24). As documented for other physiological systems, members of the SRC family have been shown to play important roles in uterine biology and pathobiology (24). Here, we report that SRC-3 is critical for decidualization of human endometrial stromal cells (HESCs) in culture. Apart from a block in the signature morphological cellular changes that normally accompany HESC decidualization, SRC-3 depletion results in a markedly diminished induction of the majority of molecular biomarkers implicated in the decidualization process. Analysis of RNA profiling experiments underscores the importance of SRC-3 as a transcriptional coregulator that enables the pre-decidual HESC to appropriately respond to the deciduogenic stimulus through coregulator support of a genome-wide transcriptional program.

## Materials and methods

### Human endometrial tissue and immunohistochemistry

Using a pipelle suction curette, human endometrial biopsies were collected under sterile conditions from the uterine fundus of healthy women of reproductive age (27–38 years old). Participants had a normal uterus as evaluated by transvaginal ultrasound and were not receiving hormone treatment for at least 3 months before tissue biopsy. Endometrial tissue was biopsied during the proliferative (*n* = 6) or secretory (*n* = 5) phases of the cycle. The timed cycle phase was determined by the study participants using home ovulation test kits, and cycle stage of the resultant biopsy tissue was confirmed by histological analysis (25–27). Written informed consent was provided by the volunteers before the biopsy procedure, which was conducted in accordance with a protocol prospectively approved by the Institutional Review Board (IRB) at Baylor College of Medicine and in accordance with the guidelines of the Declaration of Helsinki (28).

For immunohistochemical analyses, tissues were fixed overnight in 4% paraformaldehyde in phosphate-buffered saline (PBS) before paraffin embedding and sectioning onto slides. Immunohistochemical detection of SRC-3 was achieved using a primary rabbit monoclonal antibody against human SRC-3 [Cell Signaling Technology Inc., Danvers, MA (#2126); diluted 1 : 400] followed by incubation with a horseradish peroxidase (HRP)-conjugated goat anti-rabbit antibody [Vector Laboratories Inc., Burlingame CA (*P*-1,000); diluted 1 : 200]. Peroxidase activity was detected with the Vectastain Elite ABC-HRP kit (Vector Laboratories Inc.). Following immunostaining, tissue sections were counterstained with hematoxylin before applying Permount mounting solution (Fisher Scientific Inc. (SP 15–500) to affix coverslips.

### Mouse xenograft studies

As previously described (29), singly dispersed endometrial cells [SDECs (containing stromal and glandular epithelial cells)] were prepared from human endometrial tissue biopsied during the proliferative phase of the cycle (*n* = 6). Using a Hamilton microliter syringe [Hamilton Company, Reno, NV (#95-901)], 5 × 10^5^ SDECs in 5–10 ul of sterile Dulbecco's Modified Eagle Medium (DMEM) were injected beneath the renal capsule of both kidneys of ovariectomized scid-beige immunocompromised host mice [Taconic Biosciences Inc., Rensselaer, NY (#CBSCBG)]; *n* = 3 per biopsy sample. Two weeks prior to injection, host mice were ovariectomized and subcutaneously implanted within the intrascapular region with a 90 day slow release pellet containing (1.5 mg 17 β-estradiol (E2)/pellet; Innovative Research of America Inc. Sarasota FL (#E-121)) (29). For E2 plus progesterone (P4) treatment, host mice were treated with E2 for 8 weeks before receiving a daily injection of P4 (1 mg P4/100 ul sesame oil) for 14 days. Following hormone treatment, reconstituted human endometrial tissue engrafted within the murine kidney capsule were fixed and processed for immunohistochemical analysis as described above.

Accredited by AAALAC (Association for the Assessment and Accreditation of Laboratory Animal Care), scid beige host mice were housed in a germ-free facility in the *vivarium* at Baylor College of Medicine, which is operated and controlled by the Center for Comparative Medicine. Studies with mice followed the guidelines detailed in the Guide for the Care and Use of Laboratory Animals [published by the National Research Council (Eighth Edition 2011)]. Prior to conducting experiments, animal research protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Baylor College of Medicine.

### Cell culture

The immortalized human endometrial stromal cell (T-HESC) line was obtained from the American Type Culture Collection [ATCC (CRL4003)] and maintained in phenol-red free DMEM/F12 medium supplemented with 10% charcoal/dextran-treated (stripped) FBS (sFBS: Sigma-Aldrich Inc., St. Louis, MO), 1% ITS-A (insulin, transferrin, selenite and sodium pyruvate), 500 ng/ml puromycin, 100 units/ml penicillin, and 0.1 mg/ml streptomycin (ThermoFisher Scientific Inc., Waltham, MA); medium was changed every other day. The authenticity of the T-HESC line was confirmed by short tandem repeat (STR) profiling by the ATCC cell line authentication service.

### Transfection of small interfering RNAs and *in-vitro* decidualization

Cells were cultured in six-well plates in triplicate before transfection with sixty picomoles of the non-targeting [*NT* (scrambled control sequence)] siRNA [GE Healthcare Dharmacon Inc., Lafayette, CO (D-001810-10-05)] or siRNA targeting *SRC-3* [Dharmacon Inc., (L-00 3759-00-0005)], using the Lipofectamine RNAiMAX transfection reagent (Invitrogen Inc., Carlsbad CA) (30). Forty-eight hours post-transfection of siRNAs, T-HESCs were cultured in deciduogenic medium to stimulate decidualization (100 nM 17β-estradiol [Sigma-Aldrich Inc. (E1024)], 10 μM medroxyprogesterone acetate (MPA [Sigma-Aldrich Inc. (M1629)], and 50 μM N6, 2′-O-dibutyryladenosine 3′, 5′ cyclic monophosphate sodium salt [Sigma-Aldrich Inc. (D0260)] in 1× Opti-MEM reduced serum medium, containing 2% charcoal-stripped FBS (hereon referred to as EPC medium); EPC medium was changed every 48 h.

### Immunocytochemistry

After transfection with either *NT* or *SRC-3* siRNAs, T-HESCs were cultured in EPC medium on coverslips coated with poly-L-lysine [Sigma-Aldrich Inc. (P4707)]. Following a specified time period of culture, T-HESCs were fixed on coverslips with 4% paraformaldehyde in PBS for 15 min at room temperature. Following fixation, cells were washed three times with PBS before permeabilization with 0.1% Triton X-100 in PBS at room temperature for 20 min. Permeabilized cells were washed with PBS, then blocked with 2% bovine serum albumin in PBS for 1 h at room temperature before incubation overnight at 4°C with a primary antibody against human SRC-3 [Cell Signaling Technology, Inc. (#2126); 1 : 200 dilution]. After washing with PBS, T-HESCs were incubated with the Alexa Fluor 594-conjugated secondary antibody [Life Technologies, (A21207); 1 : 500 dilution] and Alexa Fluor 488 Phalloidin [Invitrogen Inc., (A12376)] for 1 h at room temperature, washed, and then mounted with Vectashield Antifade mounting medium with 4′, 6′-diamidino-2-phenylindole [DAPI; Vector Laboratories Inc., (H-1200-10)]. Raw images were captured using a color chilled AxioCam MRc5 digital camera attached to a Carl Zeiss AxioImager A1 upright microscope equipped for epifluorescence detection (Zeiss Inc., Jena, Germany). Post image processing and annotation for the purposes of data presentation were performed using the latest versions of the Photoshop and Illustrator software programs provided within Adobe Creative Suite (Adobe Systems Inc., San Jose CA).

### Quantitative real-time polymerase chain reaction

Cells were lysed in RNA lysis buffer before total RNA was isolated with the Purelink RNA Mini Kit [ThermoFisher Scientific Inc. (#12183020)]; the Nano-Drop 2000 UV/Visual spectrophometer (ThermoFisher Scientific Inc.) was used for RNA quantification. Total RNA (1 µg) was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit [ThermoFisher Scientific Inc. (#4368814)]. Amplified cDNA was diluted to a concentration of 10 ng/µl before quantitative real time PCR (qPCR) was performed; qPCR was performed using the Fast TaqMan 2X Mastermix (Applied Biosystems/Life Technologies, Grand Island, NY). The TaqMan assays used in this study are listed in Table 1. All qPCR experiments were performed using the 7,500 Fast Real-time PCR system (Applied Biosystems/Life Technologies, Grand Island, NY); the delta-delta cycle threshold was used to normalize expression to the 18S reference.

**Table 1:** List of human taqman expression assays used in these studies.

Gene	ID	Catalog number
CCN2	1,490	Hs00170014_m1
CCN3	4,856	Hs00159631_m1
IGFBP1	3,484	Hs00236877_m1
H2AC21	317,772	Hs00602439_s1
H3C1	8,350	Hs00543854_s1
H3C7	8,968	Hs00851863_s1
H3C10	8,357	Hs00818527_s1
H4C3	8,364	Hs00543883_s1
H4C4	8,360	Hs00371424_s1
HAND2	9,464	Hs00232769_m1
HOXA10	3,206	Hs00172012_m1
INHBA	3,624	Hs01081598_m1
PGR	5,241	Hs01556702_m1
PRL	5,617	Hs00168730_m1
SCARA5	286,133	Hs01073151_m1
SST	6,750	Hs00356144_m1
NCOA1	8,648	Hs00186661_m1
NCOA2	10,499	Hs00896109_m1
NCOA3	8,202	Hs00180722_m1
TIMP1	7,076	Hs01092512_g1
WNT4	54,361	Hs01573504_m1
18S rRNA	ThermoFisher Scientific Inc.	4319413E

### Genome-wide RNA expression profiling

Genome-wide RNA-sequencing (RNA-seq) and analysis were performed as described (30, 31). Briefly, total RNA purity and integrity were assessed using the NanoDrop spectrophotometer (ThermoFisher Scientific Inc.) and the 2,100 Bioanalyzer with RNA chips (Agilent Technologies, Santa Clara, CA) respectively. Only RNA samples scoring a RNA integrity number (RIN) of 8 or greater were included in subsequent RNA profiling experiments. For each experimental group, RNA samples from two replicates were used. Total RNA was reverse transcribed using the Ovation RNA-seq System V2 [Tecan Genomics Inc., Redwood City CA (#7102-32)]. For these experiments, cDNA libraries were generated with the Nextera DNA Flex Library Prep and the Nextera DNA CD indexes Kits [Illumina Inc., San Diego CA (#20018704)]. Using the Illumina NovaSeq 6,000 system, cDNA libraries were sequenced to a 50-nucleotide read length in the paired end format. Raw reads were processed using the Partek Flow Genome Analysis Software [Partek Inc., St. Louis, MO (version 10.0.21.0801)]. Reads for ribosomal and mitochondrial DNAs were removed by Bowtie 2 software (version 2.2.5), followed by base trimming with reference to quality scores with default parameters. Read alignment to the human genome hg38 was carried out using HISAT2 software (version 2.1.0). Both singleton and unaligned reads were removed using the default parameters set within the Partek Flow Genomics Analysis Software (Partek Inc.). Aligned and filtered reads were quantified to the National Center for Biotechnology Information RefSeq Transcripts 100 (2021-11-01), using the quantify-to-annotation model [(Partek E/M) function with default parameters] in Partek Flow (Partek Inc.). Gene counts were normalized to fragments per kilobase of exon per million mapped fragments (FPKM). For hierarchical clustering, the pheatmap package in R was used to draw the clustered heatmap based on FPKM values. Principal component analysis (PCA) and lists of differentially expressed genes were generated by the Partek Genomics Suite 7.0 (Partek Inc.).

The Bioconductor package EdgeR identified differentially expressed genes between the control and test group (32). The false discovery rate (FDR) of differentially expressed genes between the two groups was determined by Benjamini and Hochberg analysis (33). Differential gene expression between the two groups with a FDR value ≤0.05 and an absolute fold change (IFCI) ≥ 1.5 was considered significant and used further to identify affected pathways (34). Gene ontology enrichment analysis was conducted using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) functional annotation clustering tool (http://david.abcc.ncifcrff.gov/) (35). Overrepresented established gene sets were identified by Gene Set Enrichment Analysis (GSEA; http://software.broadinstitute.org/gsea/) (36, 37). Hallmark gene sets from the Molecular Signatures Database (MSigDB) were used in these GSEA studies (38).

### Immunoblotting

Protein (20 μg) from cell lysates was resolved on 10% or 4%–15% sodium dodecyl sulfate-polyacrylamide (SDS-PAGE) gels before transfer to polyvinylidene difluoride (PVDF) membranes. After protein transfer, PVDF membranes were blocked for 1 h with 5% non-fat dry milk [Santa Cruz Biotechnology Inc., Dallas, TX; (# SC-2324)] in Tris-buffered saline with Tween 20 (TBS-T) and incubated overnight at 4°C with the following primary antibodies: anti-SRC-3 [Cell Signaling Technology, Inc., (#2126)] diluted 1:1,000 and anti-β-actin [Novus Biologicals, Piscataway, NJ; (#NB10056874T)] diluted 1:10,000 in 5% non-fat milk in TBS-T. Immunoblots were then probed with anti-rabbit IgG secondary antibody (ThermoFisher Scientific Inc.; [#A27036 (1:5,000 dilution)] or anti-mouse IgG [Cell Signaling Technology, Inc.; #7076 (1:10,000 dilution)] secondary antibodies conjugated with HRP in 5% non-fat milk in TBS-T for 1 h at room temperature. The following primary antibodies were used to detect SRC-1 (anti-human SRC-1 rabbit monoclonal; Cell Signaling Technology Inc., #2191) and SRC-2 (anti-human SRC-2 mouse monoclonal antibody; BD Biosciences Inc. #610984). The primary antibody against the phospho-serine (S857) residue in human SRC-3 was obtained from Cell Signaling Technologies Inc. (#P57249 PP5). Chemiluminescence was detected with the SuperSignal West Pico PLUS Chemiluminescent Substrate (ThermoFisher Scientific, Inc.; #1863097). Immunoreactive bands were digitally imaged using the Azure 600 Imaging Systems (Azure Biosystems, Sierra Court, Dublin, CA). Densitometric analysis of immunoreactive bands corresponding to SRC-3 and β-actin (loading control) was performed using ImageJ software [version 1.53t (https://imagej.nih.gov)], a publically available Java-based image processing program.

### Cell proliferation/viability assay

At a density of 3 × 10^3^ cells per well, cells were seeded in 96-well culture plates in triplicate. Cells transfected with siRNAs for 48 h were further cultured for 0, 24, 48, 72 or 96 h before cell proliferation was measured using the CellTiter 96® Non-Radioactive Cell Proliferation Assay kit [Promega Inc. Madison, WI; (#G4000)] (30). Following a predetermined time period in culture, 15 μl of 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT); Promega, Madison, WI) was added to each well to a final concentration of 0.5 mg/ml. In the dark, cells were then incubated at 37 °C for an additional three hours. Following supernatant removal, formazan crystals were dissolved by the addition of the stop/solubilizing solution {100 µl [dimethyl sulfoxide (DMSO)/well]}. The absorbance of the final mixture was recorded at 570 nm (the formazan absorbance maximum) using the Multiskan FC Microplate Photometer (Thermo Scientific Inc., #51119000). The mean absorbance at “*N*” time point/mean absorbance at 0 h (*N* = 24, 48, 72, and 96 h) calculated relative cell proliferation (30). Each experiment was repeated three times with at least three to five technical replicates for each treatment group.

### Cell migration assay

As previously described (30), comparative cell migration was quantified using the *in vitro* wound-healing assay. Cells were seeded in six-well culture plates and cultured to 70%–80% confluency prior to siRNA transfection. A 200-μl sterile pipette tip generated a linear scratch (wound) in the middle of the cell monolayer within each well. After gentle washing to remove non-adherent cells, digital images were captured using an inverted phase-contrast microscope [EVOS^TM^ XL Core Imaging System (ThermoFisher Scientific Inc. #AMEX1000)]. Following forty-eight hours of culture, the degree of wound closure per time point was recorded by digital image capture. The wound area was calculated by manual tracing the cell-free area within each captured image per experimental group using ImageJ software (https://imagej.nih.gov/ij/). Results were recorded as a percent of wound closure in comparison to control after a forty-eight hour culture period (percent cell migration area = wound width at 0 h – wound width at 48 h/wound width at 0 h). Each experiment was repeated three times with triplicates for each treatment group.

### Transwell cell invasion assay

The Corning BioCoat Matrigel Invasion Chamber Kit [ThermoFisher Scientific Inc. (#354480)] was used for cell invasion assays (30). Following the forty-eight hour siRNA transfection period, T-HESCs were suspended in Opti-MEM medium. To the bottom of each transwell of the invasion chamber plate, culture medium with 20% FBS was added (0.6 ml). To test migration potential, suspended cells (8 × 10^4^ cells/250 µl) were added to each transwell insert. After forty-eight hours, a cotton swab carefully removed cells on the upper surface of the transwell. Following fixation with 4% paraformaldehyde in PBS, migrated cells were stained with a crystal violet solution (30). Washed inserts were digitally imaged using a Zeiss stereo-microscope with an attached AxioCam MRC-5 digital camera (Zeiss Inc., Jena, Germany). Stained migrated cells were counted in four separate cell fields throughout the insert before an average number of migrated cells was calculated (30). Each experiment was repeated three times with triplicates for each treatment group.

### Statistical analysis

Two-tailed unpaired Student *t*-tests with Welch's correction were used to estimate the statistical significance of differences between control and test groups. One-way ANOVA was used for multiple comparisons to analyze experiments containing more than two groups. Unless otherwise stated, data were graphically presented as mean ± standard deviation (SD). Differences with *p*-values <0.05 were considered statistically significant; asterisks represent the level of significance: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Prism software version 9 (GraphPad Software Inc., San Diego CA) was used for the majority of the reported statistical analyses.

## Results

### Steroid receptor coactivator-3 is expressed in human endometrial epithelial and stromal cells

Immunohistochemical analysis revealed that SRC-3 protein is expressed in nuclei of glandular epithelial and stromal cells of human endometrial tissues biopsied during the estrogen-dominant proliferative phase of the menstrual cycle (Figure 1A). In addition, SRC-3 expression was detected in the same endometrial cellular compartments during the progesterone-dominant mid-secretory phase of the cycle (Figure 1A). Although a moderate increase in endometrial epithelial and stromal SRC-3 expression is qualitatively observed during the secretory phase of the cycle, the overall expression profile of SRC-3 does not significantly change between the two cycle stages. These results indicate that estrogen and progesterone do not significantly control SRC-3 expression in the human endometrium. This conclusion is further supported by xenograft experiments that entailed using SDECs derived from human endometrial tissue biopsies transplanted beneath the renal capsule of ovariectomized immunocompromised scid beige mice, which were then treated with estrogen (E2) or estrogen plus progesterone (E2P4) (Supplementary Figure S1). Using this controlled hormone treatment model, the SRC-3 expression profile did not markedly change between E2 and E2P4 treatment (Supplementary Figure S1). The above conclusions generally agree with conclusions drawn from previous investigations that used a different primary SRC-3 antibody (40) or studies that investigated SRC-3 expression only at the RNA level (41). The expression of SRC-3 protein was also detected in nuclei of cultured T-HESCs (Figure 1B). The expression of SRC-3 was detected in all T-HESCs irrespective of whether these cells were in the pre-decidual ([Day 0 (EPC)] or decidualized [Day 6 (EPC)] state.

**Figure 1:**
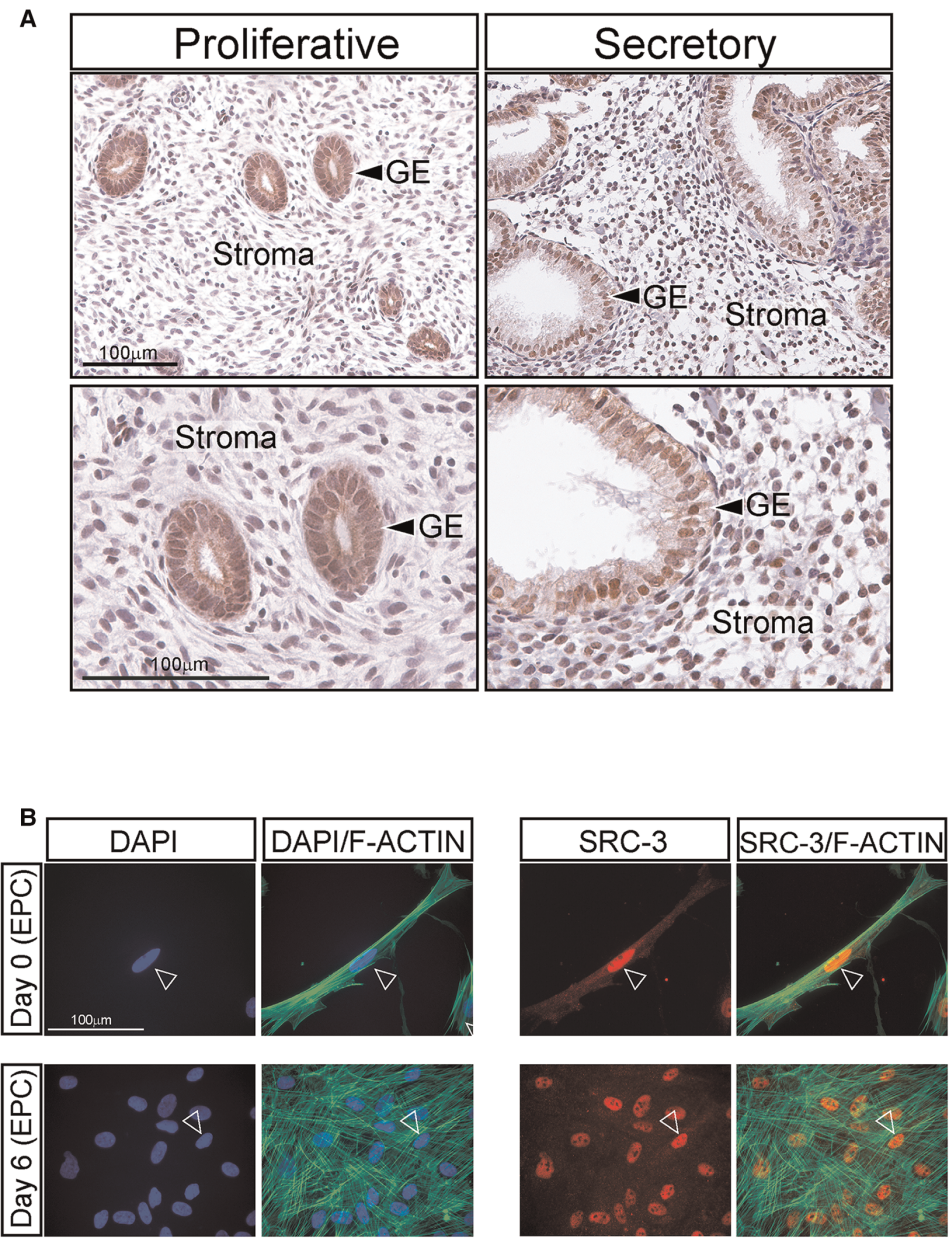
Expression of SRC-3 in human endometrial cells (**A**) left column of panels shows low and high power magnification images (top and bottom panels respectively) of human endometrial tissue biopsied during the estrogen-dominant proliferative phase of the menstrual cycle, which was immunohistochemically stained for SRC-3 expression. Note that most glandular epithelial (GE) cells express nuclear localized SRC-3 while stromal cells express lower levels of SRC-3 at this stage of the cycle. Right column of panels displays low and higher magnification images (top and bottom panels respectively) of human endometrial tissue biopsied during the progesterone-dominant secretory phase and stained for SRC-3 expression. Expression of nuclear SRC-3 is clearly detected in the GE cells, which exhibit a distinctive tortuous morphology at this stage of the cycle. Nuclear expression of SRC-3 in the stroma is clearly observed in the majority of cells. Scale bars in the top and bottom left panels apply to the top and bottom right panels respectively. (**B**) The left two columns show cultured T-HESCs stained with DAPI (blue nucleus) or DAPI (blue) plus phalloidin (green; binds F-actin) on day 0 and 6 of EPC treatment; arrowhead denotes nucleus of T-HESC. On day 0 of EPC treatment, T-HESCs exhibit a fibroblastic morphology with F-actin fibers orientated parallel to each other. Following six days of EPC treatment, note the conspicuous spatial disorganization of the F-actin fibers indicative of cellular transformation from a fibroblastoid to an epithelioid cell morphology (39). The two columns on the right show the same cells immunofluorescently stained for SRC-3 expression [red (arrowhead)] or SRC-3 (red) plus phalloidin (green). Note that SRC-3 is expressed in all T-HESCs at days 0 and 6 of EPC treatment with most of its expression localized to the nucleus (arrowhead). Scale bar applies to all panels.

### Expression levels of SRC-3 in T-HESCs do not significantly change during the decidualization process

Although the level of prolactin (*PRL*; an established decidual biomarker (42) significantly increases as T-HESCs decidualize with time, the level of SRC-3 expression does not markedly change (both at the RNA and protein level) during the time course of treatment with the deciduogenic hormone stimulus (EPC) (Figures 2A–D). These results also agree with expression data obtained from analyzing a publically available RNA-seq dataset (GEO accession: GSE104721) (44). This study used cultured primary HESCs either untreated (day 0 EPC) or treated with EPC for 4 days (44) (Figure 2E). Our analysis of this dataset shows that SRC-3 mRNA levels do not significantly change in primary HESCs either in the pre-decidual or decidualized state. While SRC-3 protein levels do not change in the pre-decidual and decidualized HESC, the phosphorylation status of SRC-3 changes in response to the EPC deciduogenic stimulus (Supplementary Figure S2). These results suggest that SRC-3 functional activity may be modulated by EPC-induced PTMs rather than control of the absolute levels of SRC-3 protein. Interestingly, analysis of separate publically available RNA-seq dataset (GEO accession: GSE65099) (45) showed that SRC-3 RNA levels are significantly increased in the endometrium of patients diagnosed with RPL (Figure 2F), suggesting that perturbation of the homeostatic levels of SRC-3 may be linked to this endometrial pathology. It's important to note that dysregulation of SRC-3 expression is known as a critical causal factor in the genesis and progression of numerous tissue pathologies, including tumorigenesis and metastasis (14, 46, 47).

**Figure 2:**
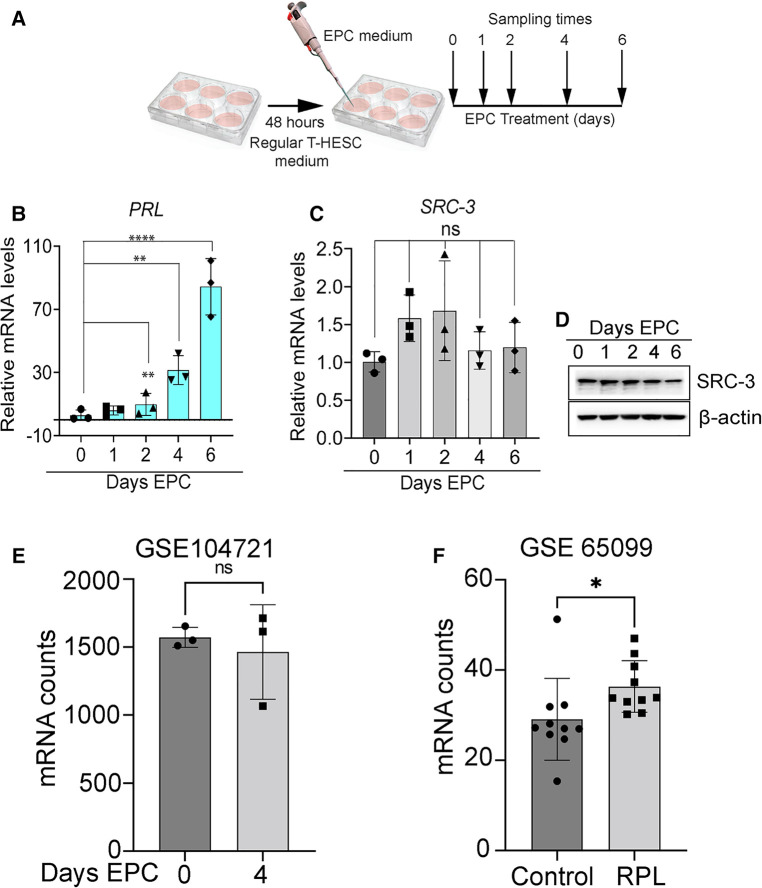
Expression levels of SRC-3 do not significantly change during T-HESC decidualization. (**A**) Schematic summarizes the experimental design of EPC decidualization of T-HESCs in culture. Following culture in standard culture medium for forty-eight hours, T-HESCs were switched to EPC medium to elicit decidualization over time. Cells were harvested at 0, 1, 2, 4, and 6 days following EPC administration for qPCR and western analysis. (**B**) As expected, the established *PRL* biomarker for decidualization (43) is significantly induced following EPC administration with time. (**C**) The expression levels of *SRC-3* do not markedly change from day 0 to day 6 of EPC treatment. (**D**) The results in (**C**) are confirmed at the protein level by western analysis, which show there is minimal change in the levels of SRC-3 protein during T-HESC decidualization. (**E**) From a publicly available GEO dataset [GSE: 104721 (44)], raw transcript scores for *SRC-3* (*NCOA3*) were calculated from HESCs cultured at day 0 (non-decidualized) and day 4 (decidualized) in deciduogenic medium. Note that SRC-3 transcript levels in T-HESCs do not significantly change following decidualization; *n* = 3 samples per treatment group. (**F**) The SRC-3 raw transcript scores from endometrial RNA obtained from women diagnosed with RPL compared with patients diagnosed with no RPL (control) (45); endometrial tissue was biopsied at the mid-secretory phase of the cycle. Original transcript data were obtained from the publically available RNA-seq dataset [GEO accession: GSE 65099 (45)]. Analysis reveals that SRC-3 RNA is significantly increased in endometrial tissue biopsied from RPL patients when compared to control patients. Results are displayed as the mean ± SE; *n* = 10 women per RPL and control groups.

### Decidualization of T-HESCs requires SRC-3

Although SRC-3 is expressed in HESCs, the observation that SRC-3 levels do not significantly change following decidualization raises the question: Is SRC-3 functionally required for HESC decidualization? To address this question, we used an established T-HESC line (48–50), which has been extensively used to study numerous factors implicated in HESC decidualization (39, 51–54). Analysis by qPCR revealed that siRNA mediated silencing significantly reduced *SRC-3* RNA levels in T-HESCs and resulted in near undetectable levels of SRC-3 protein, even after day 6 of EPC culture (Figures 3A,B). Importantly, *SRC-3* knockdown in T-HESCs did not significantly change SRC-1 or SRC-2 expression at the RNA or protein level (Supplementary Figure S3). This result is important as we have demonstrated that SRC-2 is essential for decidualization of cultured HESCs as well as murine endometrial decidualization (55, 56). Conversely, we found that *SRC-1* is not required for T-HESC decidualization (data not shown). At the cell morphology level (Figures 3C–F), *SRC-3* knockdown resulted in the inability of T-HESCs to transform from a fibroblastoid to an epithelioid morphology following administration of the deciduogenic hormone cocktail (EPC). For these cell-based studies, phalloidin fluorescent detection of F-actin was used (39). Isolated from the “death cap” mushroom (*Amanita phalloides*), phalloidin irreversibly binds juxtaposed actin molecules within the F-actin filament assembly. In the case of *NT* siRNA knockdown, T-HESCs change cellular morphology from a pre-decidual fibroblastic cellular shape with an ordered parallel organization of F-actin filaments (39) to a polygonal shape that is typical of the decidual cell, underscored by a striking disorganized arrangement of F-actin filaments (Figures 3C,E). With *SRC-3* siRNA knockdown, however, F-actin filaments remain parallel in T-HESCs following EPC treatment (Figures 3D,F), indicating that depletion of SRC-3 impairs the ability of T-HESCs to adopt the cellular morphology that characterizes a decidualized endometrial stromal cell (Figures 3D,F). Confirming the above qPCR and western results (Figures 3A,B), negligible levels of SRC-3 were immunofluorescently detected in T-HESCs following *SRC-3* siRNA transfection (Supplementary Figure S4).

**Figure 3:**
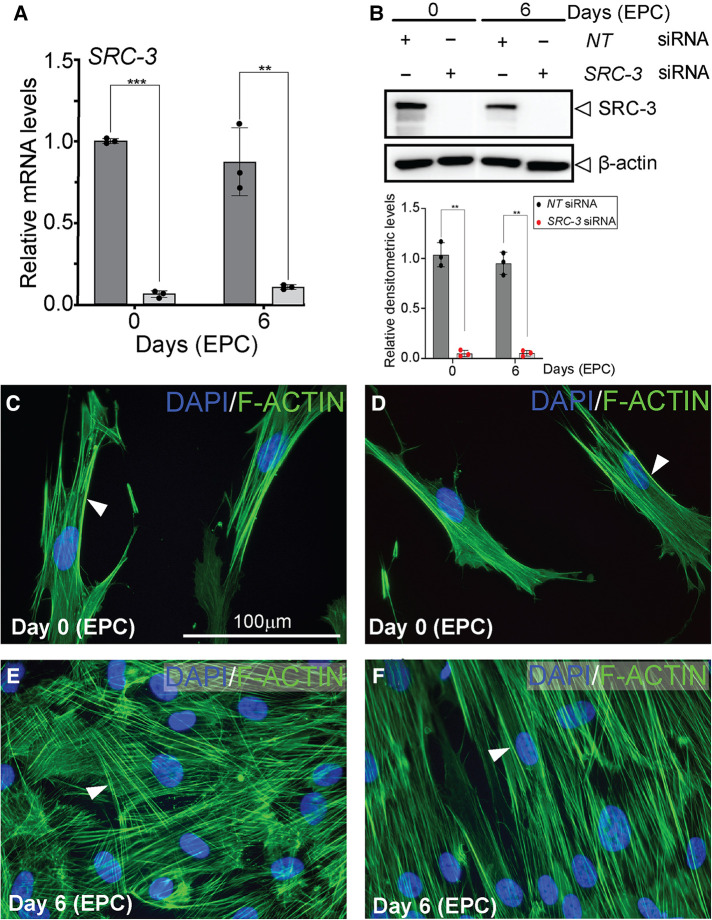
Decidualization of T-HESCs requires SRC-3 expression (**A**) siRNA mediated knockdown effectively reduces *SRC-3* levels in T-HESCs both at day 0 and day 6 of EPC culture. The histogram's dark grey bar on the left indicates T-HESCs transfected with *NT* siRNAs whereas the light grey bars on the right denote T-HESCs transfected with *SRC-3* siRNAs. Note the persistent knockdown of *SRC-3* from day 0 to day 6 of EPC culture. (**B**) Top panel shows that the western data confirm the results shown in (**A**). Note the significant knockdown of SRC-3 protein to undetectable levels following transfection with siRNAs targeted to *SRC-3* at day 0 and 6 of EPC treatment; β-actin serves as a loading control. Bottom panel shows that ImageJ analysis quantitatively confirms the western data shown in the top panel. The black and red dots for each bar in the histogram represent the number of technical replicates per time point/treatment group. Error bars denote a mean average of densitometric intensity per time point/treatment group ± standard deviation (SD); ** denote a *p*-value ≤ 0.01. (**C,D**) show T-HESCs at day 0 of EPC treatment that are transfected with siRNAs targeting *NT* or *SRC-3* respectively. Cells were immunofluorescently stained with DAPI (blue nuclei) and phalloidin [green fibers; binds F-actin (arrowhead)]. Note the typical parallel arrangement of F-actin filaments in the pre-decidual fibroblastic T-HESCs at this early stage of EPC culture. (**E**) and (**F**) display T-HESCs at day 6 EPC treatment, which were transfected with siRNAs targeting *NT* and *SRC-3* respectively. Note in (**E**) the expected spatial disorganized pattern of F-actin filaments in *NT* siRNA transfected T-HESCs as cells transform from a fibroblastoid to an epithelioid decidual cell morphology following six days of EPC culture. (**F**) Under similar culture conditions in (**E**), T-HESCs transfected with siRNAs targeting *SRC-3* fail to show this F-actin disorganized pattern and continue to display the ordered F-actin parallel pattern as observed in the pre-decidual stromal fibroblast shown in [**D** (white arrowhead)]. Scale bar in (**C**) applies to (**D–F**).

The above cell morphology results were supported at the molecular level by the significant reduction by *SRC-3* knockdown in T-HESCs in the induction of a gene subset that has been previously documented as important for decidualization or for cellular functions of the decidual cell (Figure 4). These genes include: prolactin [*PRL* (42)]; insulin like growth factor binding protein-1 [*IGFBP1* (57)]; heart and neural crest derivatives expressed 2 [*HAND2* (58, 59)]; forkhead box 1 [*FOXO1* (12, 60)]; homeobox A10 [*HOXA10* (61)]; homeobox A11 [*HOXA11* (62)]; SRY-Box transcription factor 4 [*SOX4* (63)],; somatostatin [*SST* (64)], and scavenger receptor class A member 5 [*SCARA5* (65)]; DECORIN [*DCN* (39)]; interleukin 15 *[IL15* (66)*]*; and *PGR*, progesterone receptor (67). Interestingly, *PGR* [and *WNT4* (68, 69) (data not shown)] levels did not change with *SRC-3* knockdown, indicating that a decrease in *PGR* levels is not the mechanism by which the decidual induction of the above genes is changed as a result of *SRC-3* depletion, and that not all genes associated with decidualization are affected by SRC-3 depletion.

**Figure 4:**
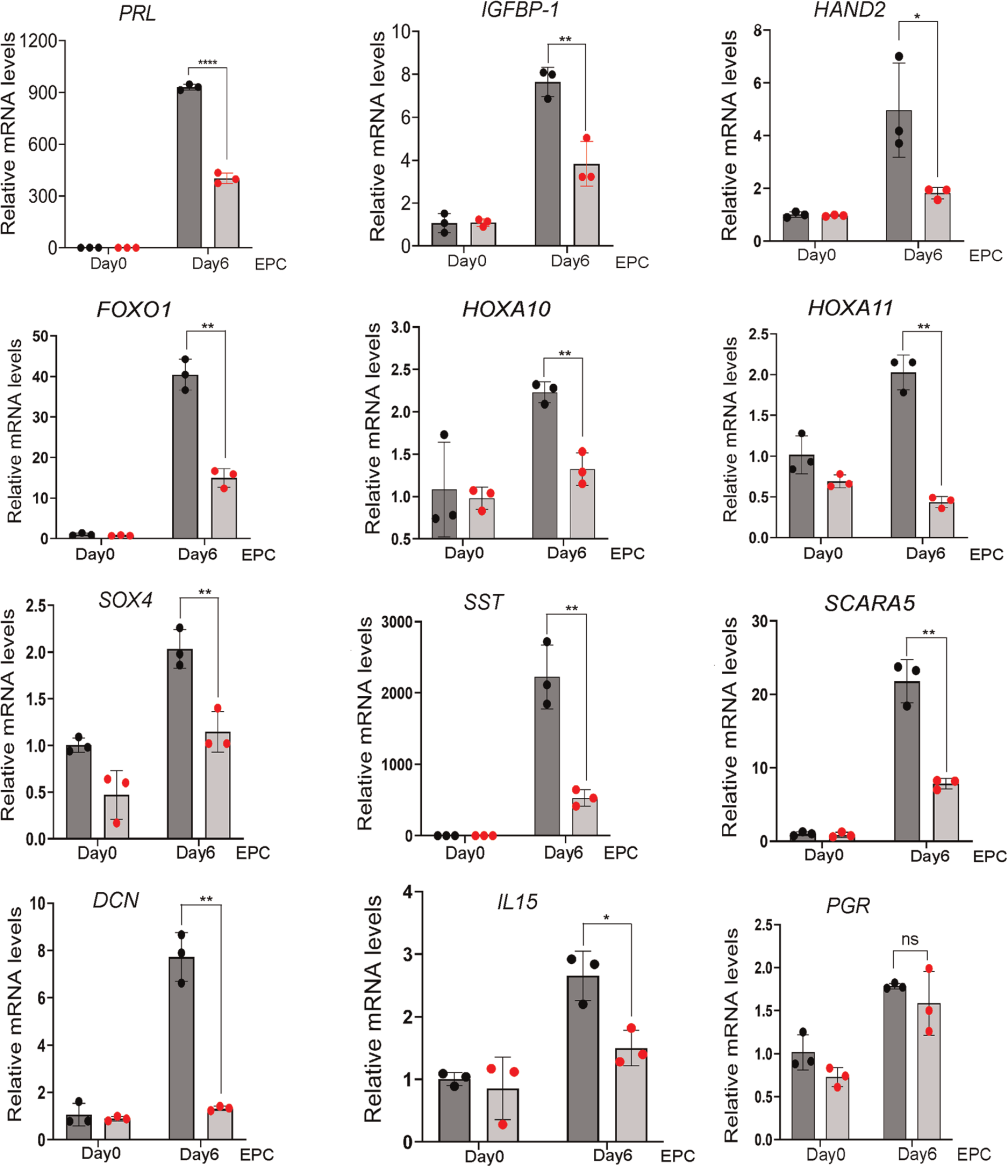
Depletion of *SRC-3* in T-HESCs results in a significant attenuation in the induction of established decidual cell markers following EPC culture. Quantitative real-time PCR reveals that siRNA mediated *SRC3* knockdown resulted in a marked reduction in the induction of the following established molecular targets: *PRL*, prolactin; *IGFBP-1*, insulin growth factor binding protein-1; *HAND2*, heart and neural crest derivative expressed 2; *FOXO1*, forkhead box 1; *HOXA10*, homeobox A10; *HOXA11*, homeobox A11; *SOX4*, SRY-Box transcription factor 4; *SST*, somatostatin; *SCARA5*, scavenger receptor class A member 5; *DCN*; decorin; *IL15*, interleukin 15; and *PGR*, progesterone receptor.

### Transcriptomic analyses of T-HESCs depleted of SRC-3 prior to receiving the deciduogenic stimulus

Given SRC-3 is required for T-HESC decidualization (Figures 3, 4), RNA-seq analysis was performed to determine whether the T-HESC transcriptome is significantly changed as a result of SRC-3 depletion. Such a transcriptome change is predicted to compromise the T-HESC's ability to correctly respond to the deciduogenic signal and execute normal functions of a decidual cell. The overall RNA-seq experimental design is shown (Figure 5A). Briefly, T-HESCs were transfected with *NT* siRNA (control) or *SRC-3* siRNAs for forty-eight hours. Instead of switching to the deciduogenic EPC medium, transfected cells (at day 0 EPC) were processed for RNA-seq analysis (Figure 5A).

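*NCOA3*, the gene that encodes SRC-3, lies on chromosome 20 from 47501887 to 47656870 of hg38. Its FPKM was 0.823 ± 0.0813 (SD, n = 2) with NT siRNA and 0.0678 ± 0.00759 (SD, n = 2) with SRC-3 siRNA, which is 12.1-fold lower, and both SRC-3 siRNA libraries were below both NT siRNA libraries. These 4 RNA-seq libraries came from T-HESCs, an immortalized line of human endometrial stromal cells, with 2 libraries per siRNA, each from 2 wells harvested 48 hours after transfection at day 0 of EPC culture. Total RNA was reverse transcribed with the Ovation RNA-seq System V2 and sequenced as paired reads of 50 nucleotides. The authors removed ribosomal and mitochondrial reads, aligned the rest to hg38 with HISAT2 2.1.0, quantified RefSeq Transcripts 100 with the E/M method of Partek Flow and gave each of 18827 genes an FPKM per library. The file holds no counts, and the paper's text states no depth. One fragment is a fixed step of FPKM times gene length in each library, and from this step in single-exon genes the NT siRNA libraries held an estimated 41142225 and 31277078 mapped fragments and the SRC-3 siRNA libraries 44036008 and 38680556. NT siRNA replicate 2, the library with the fewest fragments, listed 3294 genes at 0, against 563, 1753 and 1200 in NT siRNA replicate 1 and SRC-3 siRNA replicates 1 and 2. From the FPKM values, log2(FPKM + 1) of the 5738 genes with a mean FPKM of at least 1 was compared between the siRNAs with limma with an intensity trend, and each p was adjusted by the Benjamini and Hochberg method. *NCOA3* lies below that minimum. With no minimum, the SRC-3 knockdown gave it a log2 fold change of -0.77 (standard error 0.060, adjusted p = 0.884 from limma over 18628 genes) with a pseudocount of 1 and -2.46 with a pseudocount of 0.1. With 2 libraries per group, an exact permutation of the libraries cannot give a two-sided p below 0.333. Every limma p here measures only the spread between these 4 libraries of 1 cell line. The p-values of gene lists below, from camera with a preset correlation or Fisher's exact test, measure spread across genes taken as independent or nearly so.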

**Figure 5:**
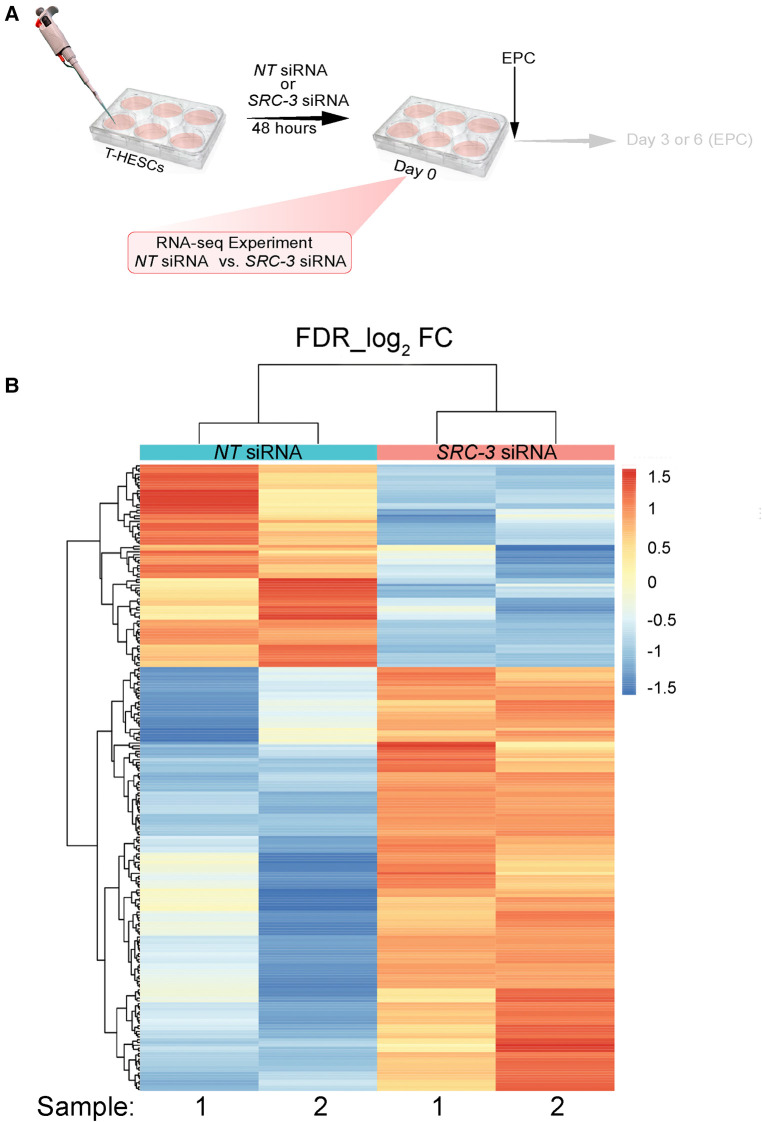
The SRC-3 dependent transcriptome in T-HESCs prior to receiving the deciduogenic hormone stimulus (**A**) the experimental design of the RNA-seq experiment showing that T-HESCs were transfected with *NT* or *SRC-3* siRNAs for forty-eight hours prior to being harvested for total RNA isolation; note: T-HESCs did not receive the EPC medium. Cells were harvested from two wells of a six well plate for each replicate; two replicates per *NT* and *SRC-3* siRNA treatment group were used for these RNA-seq experiments. (**B**) Heatmap of clustered genes with the same expression level differentially expressed (up or down) between the *NT* siRNA and *SRC-3* siRNA groups. Using a FDR <0.05 and an IFCI > 1.5 cutoff, 226 genes were differentially expressed (73 down and 153 up) between the *NT* and *SRC-3* siRNA groups. The 226 genes were clustered and displayed as a heat map, in which each horizontal row represents a single gene. Warmer and cooler colors (*i.e.* reds and blues respectively) represent higher and lower expression respectively: the vertical color key on the right indicates the color intensity with normalized expression values.

Duplicate samples per treatment group were used for the RNA-seq experiment; cells were isolated from two wells of a six-well plate per sample. The complete list of genes differentially expressed between the two groups is reported in an Excel sheet in the supplementary section (Supplementary Folder S1). A total of 795 (499 upregulated and 296 downregulated) expressed genes were identified by RNA-seq were significantly changed (Supplementary Folder S1); 153 upregulated and 73 downregulated genes in this gene set reached the predetermined FDR (≤0.05) and FC (≥1.5) cutoffs. 

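*RPN2*, which encodes a subunit of the complex that attaches N-linked sugars to proteins in the endoplasmic reticulum, had an FPKM of 4.95 ± 0.417 (SD, n = 2) with NT siRNA and 0.836 ± 0.000262 (SD, n = 2) with SRC-3 siRNA, 5.92-fold lower and the smallest p of the 5738 genes (log2 fold change -1.69, standard error 0.13, adjusted p = 0.098 from limma). *MAP1LC3B*, a protein of the autophagosome membrane, was 2.23-fold lower (log2 fold change -1.04, standard error 0.17, adjusted p = 0.584 from limma). *FERMT2*, which encodes the integrin activator kindlin-2, was at 4.43 ± 0.0117 (SD, n = 2) with NT siRNA and 2.02 ± 0.00374 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.85, standard error 0.13, adjusted p = 0.584 from limma). In *ERG28*, *TP53INP1*, *TCAF1* and *IGIP* the mean was 2.81-, 2.64-, 2.37- and 2.29-fold lower with SRC-3 siRNA. In the other direction, the ratio of the SRC-3 siRNA mean to the NT siRNA mean was 2.30 for *PRMT6*, an arginine methyltransferase of histones, 2.09 for *TACC3*, a protein of the mitotic spindle, 1.89 for the intermediate filament gene *NES* and 1.83 for the histidyl-tRNA synthetase gene *HARS1*. *PODXL*, a sialomucin of the cell surface, had an FPKM of 0.492 and 0.501 in the NT siRNA libraries and 1.80 and 1.36 in the SRC-3 siRNA libraries. *TACC3* had an FPKM of 2.93 ± 0.127 (SD, n = 2) with NT siRNA and 6.12 ± 0.0711 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.86, standard error 0.14, adjusted p = 0.584 from limma). No gene passed an adjusted p of 0.05 in limma, with or without the fold of 1.5. At an unadjusted p under 0.05, 187 genes were higher and 172 lower with SRC-3 siRNA, where chance gives 287 in all. The libraries of the groups did not overlap in 1272 genes that were higher (22.2%) and 905 that were lower (15.8%), and chance gives 16.7% each way. Over the tested genes, the SD of the difference between the NT siRNA libraries was 0.413 on the log2 scale and that between the SRC-3 siRNA libraries was 0.174. The count rests on the NT siRNA pair: without NT siRNA replicate 2, 98 genes were higher and 126 lower at both thresholds (208 and 270 at the adjusted p alone), and without NT siRNA replicate 1, 360 were higher and 234 lower (1128 and 544), each with the lone NT siRNA library taken to vary like the SRC-3 siRNA pair. In simulated data, each gene had a single spread for both siRNAs, drawn from the fit to these libraries. There the same test called 54 of 100 genes with a log2 change of 1 and 93 of 100 with a log2 change of 2, with 11 false calls. The simulation had neither the wider spread of the NT siRNA pair nor shifts shared by many genes in a library, so its rates may not hold here. The paper predicts that a change in the transcriptome at this stage compromises the response of T-HESCs to the deciduogenic signal.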

The FKPM values for all 795 genes were analyzed by PCA [Supplementary Folder S1 (PCA tab)]. 

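The largest part of the variance among the 4 libraries set NT siRNA replicate 2 apart from the other 3. Relative to their mean, its median log2 level was -0.49 over 29 genes of DNA replication, -0.47 over 61 genes of mitosis and the spindle, -0.55 over 15 chaperonin and prefoldin genes, 0.44 over 15 interferon response genes and 0.65 over 33 genes of the extracellular matrix. In a PCA of log2(FPKM + 1) over all 5738 tested genes, PC1 held 61.5% of the variance and placed NT siRNA replicate 2 at -20.8 and NT siRNA replicate 1, SRC-3 siRNA replicate 1 and SRC-3 siRNA replicate 2 at 9.55, 4.83 and 6.37. PC2 held 29.4% and separated the siRNAs, with the NT siRNA libraries at -12.9 and -1.93 and the SRC-3 siRNA libraries at 7.30 and 7.54. PC3 held the remaining 9.07%. Across genes, which are not independent replicates, Pearson's r was 0.956 between the NT siRNA libraries, 0.992 between the SRC-3 siRNA libraries and 0.963 to 0.979 between libraries of different siRNAs. Over the 359 genes with an unadjusted p under 0.05, a set chosen after the values were seen and by the difference between the siRNAs, PC1 held 83.2% and separated the siRNAs.

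**Figure D1:**
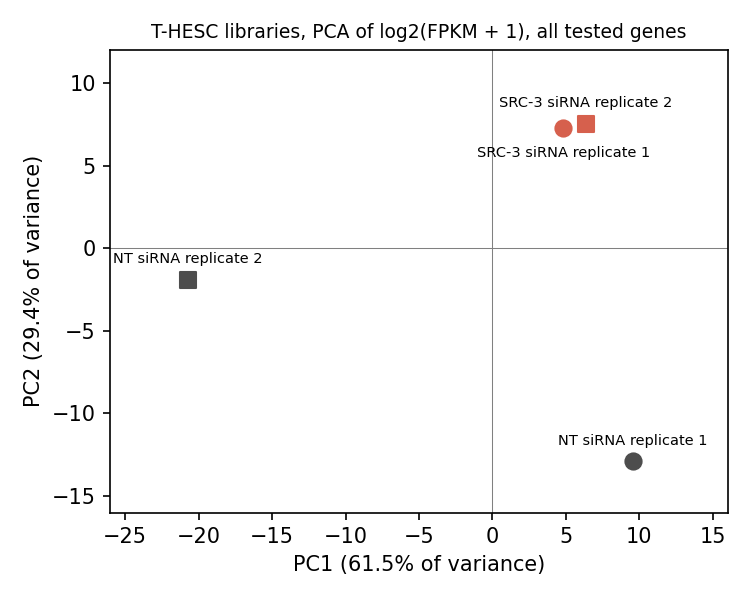
Scores of the 4 T-HESC libraries on PC1 (61.5% of variance) and PC2 (29.4%) over all tested genes, with NT siRNA in grey, SRC-3 siRNA in red, circles for replicate 1 and squares for replicate 2. NT siRNA replicate 2 lies alone on PC1 at -20.8, and PC2 runs from -12.9 for NT siRNA replicate 1 to 7.54 for SRC-3 siRNA replicate 2.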

The PCA showed that the *NT* siRNA- and *SRC-3* siRNA-treatment groups were significantly separated in terms of their respective duplicates. Tables 2, 3 list the top 50 genes down and up regulated respectively that met the FDR (≤0.05) and FC (≥1.5) cutoffs whereas the expression heatmap (Figure 5B) shows the top 226 genes (153 upregulated and 73 downregulated) between the *NT* siRNA and *SR-3* siRNA treatment groups. 

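All 50 genes of Table 2 were lower and all 50 of Table 3 were higher in both SRC-3 siRNA libraries than in both NT siRNA libraries, which chance gives for 16.7% of genes each way. The paper chose these genes on the same libraries, so their direction is not independent evidence. *AMIGO2*, an adhesion molecule, had an FPKM of 37.5 ± 7.59 (SD, n = 2) with NT siRNA and 19.5 ± 1.68 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.90, standard error 0.23, adjusted p = 0.783 from limma). *VAMP2*, a protein of vesicle fusion, was at 24.0 ± 0.745 (SD, n = 2) with NT siRNA and 13.9 ± 2.91 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.77, standard error 0.22, adjusted p = 0.783 from limma). Among the genes of Table 3, *MRFAP1* was at 108 ± 30.3 (SD, n = 2) with NT siRNA and 207 ± 2.72 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.96, standard error 0.26, adjusted p = 0.783 from limma). *TMSB10*, which binds actin monomers, was at 380.0 ± 27.7 (SD, n = 2) with NT siRNA and 507 ± 23.0 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.42, standard error 0.21, adjusted p = 0.793 from limma), and *GAPDH*, an enzyme of glycolysis, was at 815 ± 21.7 (SD, n = 2) with NT siRNA and 967 ± 4.09 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.25, standard error 0.20, adjusted p = 0.85 from limma). *PTMA*, which encodes prothymosin alpha, had a log2 fold change of 0.39 (standard error 0.21, adjusted p = 0.802). The genes of Table 2 had a median log2 fold change of -0.58, and the mean FPKM was at least 1.5-fold lower in 31 of them. The genes of Table 3 had a median of 0.44, with a ratio of at least 1.5 in 16. With limma, none passed an adjusted p of 0.05, and 38 of Table 2 and 24 of Table 3 had an unadjusted p under 0.05. Without NT siRNA replicate 1, 38 and 28 passed the adjusted p, and without NT siRNA replicate 2, 30 and 11. On the log2 scale, the paper's reported value of every gene in both tables equals the difference between the mean FPKM with SRC-3 siRNA and that with NT siRNA, within 0.05. For *AMIGO2* the log2 of the paper's reported value, with its sign, is -18.01 and the difference in mean FPKM is -18.01.

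**Figure D2:**
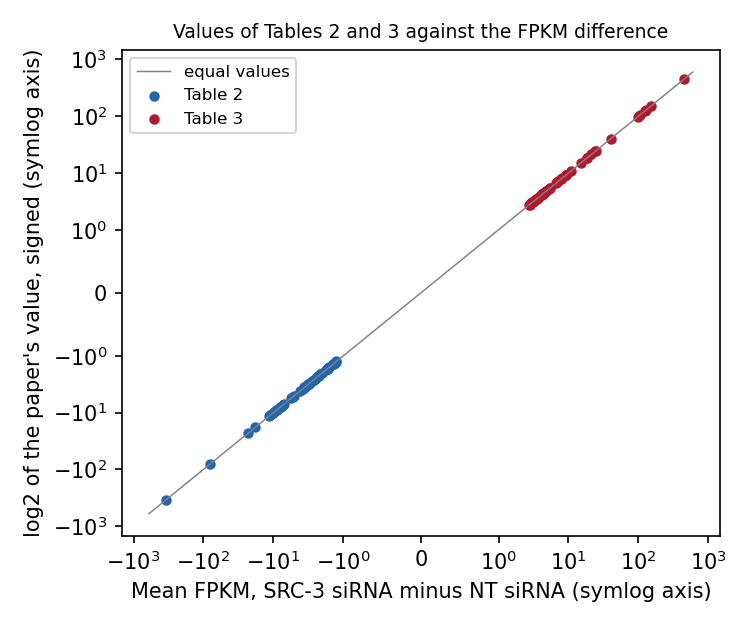
Log2 of the paper's reported value, with its sign, against the difference in mean FPKM (SRC-3 siRNA minus NT siRNA) for the 50 genes of Table 2 in blue and the 50 of Table 3 in red, on symmetric log axes. All points lie on the line of equal values.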

The above RNA-seq datasets were deposited in the NCBI GEO repository (GEO accession number: GSE210936).

**Table 2:** Top 50 downregulated genes with > 2 log2FC and ≤ 0.05 FDR in *SRC-2* knockdown THESCs line.

GENE SYMBOL	GENE ID	GENE NAME	log2FC
CCN2	1,490	cellular communication network factor 2	−9.65 × 10^102^
H4C3	8,364	H4 clustered histone 3	−2.56 × 10^24^
INHBA	3,624	inhibin subunit beta A	−7.00 × 10^6^
AMIGO2	347,902	adhesion molecule with Ig like domain 2	−264,526
H2BC11	8,970	H2B clustered histone 11	−3112.61
PEA15	8,682	proliferation and apoptosis adaptor protein 15	−2324.81
H2AC21	317,772	H2A clustered histone 21	−2322.8
VAMP2	6,844	vesicle associated membrane protein 2	−1162.73
H4C4	8,360	H4 clustered histone 4	−840.643
RFLNB	359,845	refilin B	−558.069
RGS4	5,999	regulator of G protein signaling 4	−452.524
PSME3	10,197	proteasome activator subunit 3	−243.068
ZFP36L2	678	ZFP36 ring finger protein like 2	−226.152
SMIM10	644,538	small integral membrane protein 10	−166.513
PURA	5,813	purine rich element binding protein A	−132.028
H3C7	8,968	H3 clustered histone 7	−49.0812
C11orf68	83,638	chromosome 11 open reading frame 68	−37.1825
UACA	55,075	uveal autoantigen with coiled-coil domains and ankyrin repeats	−34.6828
RPN2	6,185	ribophorin II	−17.2915
IGIP	492,311	IgA inducing protein	−13.4947
H3C1	8,350	H3 clustered histone 1	−11.9711
H2BC6	8,344	H2B clustered histone 6	−11.8612
TMED10	10,972	transmembrane p24 trafficking protein 10	−11.8282
FOXC2	2,303	forkhead box C2	−9.9483
TMEM200A	114,801	transmembrane protein 200A	−8.96914
CAMK2N1	55,450	calcium/calmodulin dependent protein kinase II inhibitor 1	−8.49212
EIF2S3	1,968	eukaryotic translation initiation factor 2 subunit gamma	−8.42607
MAPK1IP1l	93,487	mitogen-activated protein kinase 1 interacting protein 1 like	−7.82586
PORCN	64,840	porcupine O-acyltransferase	−6.91333
CCN3	4,856	cellular communication network factor 3	−6.27663
SCARNA9l	100,158,262	small Cajal body-specific RNA 9 like	−6.16203
FERMT2	10,979	FERM domain containing kindlin 2	−5.33035
SF3B4	10,262	splicing factor 3b subunit 4	−4.9419
H3C10	8,357	H3 clustered histone 10	−4.92587
RNF11	26,994	ring finger protein 11	−4.71412
TCEAL7	56,849	transcription elongation factor A like 7	−4.35703
FOXL1	2,300	forkhead box L1	−4.04063
DIMT1	27,292	DIM1 rRNA methyltransferase and ribosome maturation factor	−3.36136
TCAF1	9,747	TRPM8 channel associated factor 1	−3.19254
DCAKD	79,877	dephospho-CoA kinase domain containing	−3.17144
ARRDC3	57,561	arrestin domain containing 3	−3.15592
ASNSD1	54,529	asparagine synthetase domain containing 1	−3.11208
FYTTD1	84,248	forty-two-three domain containing 1	−3.09781
GTF3C6	112,495	general transcription factor IIIC subunit 6	−3.00018
PNPO	55,163	pyridoxamine 5′-phosphate oxidase	−2.63178
DTX3l	151,636	deltex E3 ubiquitin ligase 3l	−2.62797
ATMIN	23,300	ATM interactor	−2.59801
USP53	54,532	ubiquitin specific peptidase 53	−2.49268
AP2B1	163	adaptor related protein complex 2 subunit beta 1	−2.38829
REEP3	221,035	receptor accessory protein 3	−2.37707

**Table 3:** Top 50 upregulated genes with > 5 log2FC and ≤ 0.05 FDR in *SRC-2* knockdown THESCs line.

GENE SYMBOL	GENE ID	GENE NAME	log2FC
TUBA1B	10,376	tubulin alpha 1b	2.94 × 10^137^
GAPDH	2,597	glyceraldehyde-3-phosphate dehydrogenase	8.54 × 10^45^
TMSB10	9,168	thymosin beta 10	1.28 × 10^38^
CCN1	3,491	cellular communication network factor 1	9.64 × 10^37^
TUBB	203,068	tubulin beta class I	1.55 × 10^32^
MRFAP1	93,621	Morf4 family associated protein 1	6.04 × 10^29^
TIMP1	7,076	TIMP metallopeptidase inhibitor 1	1.43 × 10^12^
PTMA	5,757	prothymosin alpha	2.80 × 10^7^
RPS5	6,193	ribosomal protein S5	1.90 × 10^7^
HSPD1	3,329	heat shock protein family D (Hsp60) member 1	2.46 × 10^6^
SRM	6,723	spermidine synthase	363,539
EIF4A1	1,973	eukaryotic translation initiation factor 4A1	294,764
FLNC	2,318	filamin C	30,075.5
PPP1R14B	26,472	protein phosphatase 1 regulatory inhibitor subunit 14B	1757.37
CCT5	22,948	chaperonin containing TCP1 subunit 5	615.43
KIF20A	10,112	kinesin family member 20A	590.523
KLF6	1,316	Kruppel like factor 6	540.256
UCP2	7,351	uncoupling protein 2	275.479
PSMC3	5,702	proteasome 26S subunit, ATPase 3	223.144
VCP	7,415	valosin containing protein	221.506
H2AX	3,014	H2A.X variant histone	146.018
ID3	3,399	inhibitor of DNA binding 3, HLH protein	123.636
TOMM22	56,993	translocase of outer mitochondrial membrane 22	103.895
CALM1	801	calmodulin 1	44.3066
NGRN	51,335	neugrin, neurite outgrowth associated	41.6473
ARL6IP4	51,329	ADP ribosylation factor like GTPase 6 interacting protein 4	37.8062
BIRC5	332	baculoviral IAP repeat containing 5	28.7831
SOD1	6,647	superoxide dismutase 1	27.475
TPM3	7,170	tropomyosin 3	23.4603
HRAS	3,265	HRas proto-oncogene, GTPase	21.8272
TYMS	7,298	thymidylate synthetase	20.5197
PDZD11	51,248	PDZ domain containing 11	19.2009
PSMC1	PSMC1	proteasome 26S subunit, ATPase 1	18.7238
HDGF	3,068	heparin binding growth factor	17.647
FLOT1	10,211	flotillin 1	17.0194
CENPF	1,063	centromere protein F	12.8586
TUBA1C	84,790	tubulin alpha 1c	12.6358
FLII	2,314	FLII actin remodeling protein	12.3552
TRIP6	7,205	thyroid hormone receptor interactor 6	11.4362
CALM3	808	calmodulin 3	10.8634
RAD23A	5,886	RAD23 homolog A, nucleotide excision repair protein	9.7879
NES	10,763	nestin	9.33474
TACC3	10,460	transforming acidic coiled-coil containing protein 3	9.18109
ADRM1	11,047	ADRM1 26S proteasome ubiquitin receptor	8.78648
TSR3	115,939	TSR3 ribosome maturation factor	8.31174
PSMA4	5,685	proteasome 20S subunit alpha 4	8.22639
ENSA	2,029	endosulfine alpha	7.76648
SMC1A	8,243	structural maintenance of chromosomes 1A	7.67597
IK	3,550	IK cytokine	6.87798
JPT1	51,155	Jupiter microtubule associated homolog 1	6.62842

Using the agglomeration and gene ontology (GO) tools in DAVID, genes in the differentially expressed gene set were grouped according to GO terms, which were further stratified into the following biological modules: biological processes, cellular components, and molecular functions (Figures 6A–D). 

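Genes of mitosis and the spindle, of DNA replication and of histone deposition and chromatin remodeling rose as sets with SRC-3 siRNA. The gene lists were fixed before the data were examined, but partly from gene classes that the paper names. The paper found these classes in the same libraries, so the lists are not an independent test. The median log2 fold change was 0.23 over 61 tested genes of mitosis and the spindle (camera with a preset correlation of 0.01, adjusted p = 4.7e-05; adjusted p = 0.705 with an estimated correlation). It was 0.18 over 29 genes of DNA replication (adjusted p = 0.0044; adjusted p = 0.718 with an estimated correlation) and 0.17 over 36 histone chaperones and remodelers (adjusted p = 0.0029; adjusted p = 0.705 with an estimated correlation). The calls rested on NT siRNA replicate 2, the library that stood apart. Against NT siRNA replicate 1 alone the medians were -0.065 (adjusted p = 0.684), -0.047 (adjusted p = 0.616) and 0.071 (adjusted p = 0.142), and against NT siRNA replicate 2 alone 0.49, 0.50 and 0.30. *CENPF*, a kinetochore protein, had an FPKM of 7.67 ± 0.814 (SD, n = 2) with NT siRNA and 11.4 ± 0.0791 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.51, standard error 0.17, adjusted p = 0.783 from limma). *BIRC5*, which encodes survivin of the chromosomal passenger complex, was at 10.7 ± 0.829 (SD, n = 2) with NT siRNA and 15.5 ± 0.839 (SD, n = 2) with SRC-3 siRNA, and *MYBL2*, a transcription factor of cell cycle genes, at 1.00 ± 0.254 (SD, n = 2) with NT siRNA and 1.63 ± 0.00133 (SD, n = 2) with SRC-3 siRNA. Among replication genes, *MCM5*, a subunit of the replicative helicase, had a log2 fold change of 0.41 (standard error 0.13, adjusted p = 0.783), *GINS2* one of 0.52 (standard error 0.17, adjusted p = 0.783) and *TYMS*, the thymidylate synthase, one of 0.61 (standard error 0.24, adjusted p = 0.783). No single gene of the 3 lists passed an adjusted p of 0.05 in limma, nor when adjusted over the list alone. Unadjusted p was under 0.05 for 4 higher genes of mitosis, 4 of replication and 3 of the chaperones and remodelers, and for 1 lower gene, *SMARCD2*. Of 29 lists with at least 5 tested genes, 14 passed camera with the preset correlation, 0 with an estimated correlation and 0 with fry's test of a common direction (smallest adjusted p = 0.718). With no gene called, no list could be tested for enrichment among called genes.

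**Figure D3:**
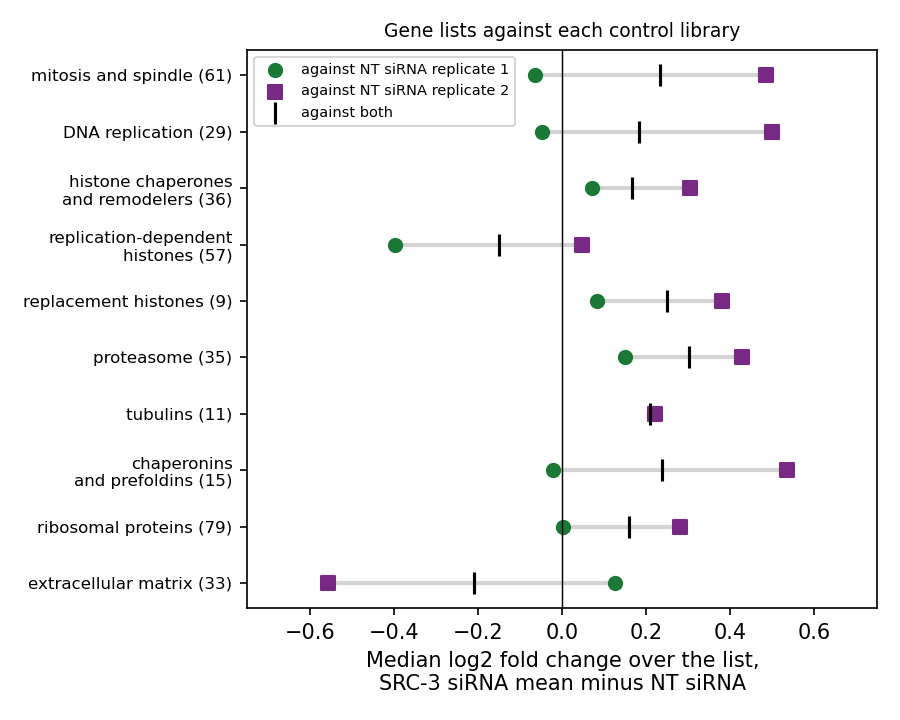
Median log2 fold change of 10 gene lists, SRC-3 siRNA mean minus NT siRNA replicate 1 (circles), replicate 2 (squares) or both (bars), with the number of tested genes in brackets. The medians of mitosis and of DNA replication lie below 0 against replicate 1 and at 0.49 and 0.50 against replicate 2.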

Our analyses revealed a significant enrichment in the differentially expressed gene dataset for genes involved in mitotic phase cycle transition, chromatin remodeling, nucleosome organization, and DNA replication dependent nucleosome assembly (Figures 6A–D). 

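Genes of ribosomal proteins, of chaperonins and prefoldins and of MYC targets of translation rose as sets with SRC-3 siRNA. Of 79 ribosomal protein genes, 69 had a positive log2 fold change, with a median of 0.16 (camera with a preset correlation, adjusted p = 0.0044; adjusted p = 0.718 with an estimated correlation). *RPL11* had an FPKM of 61.8 ± 3.25 (SD, n = 2) with NT siRNA and 94.8 ± 1.86 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.61, standard error 0.20, adjusted p = 0.783 from limma), and the log2 fold change was 0.58 (standard error 0.21, adjusted p = 0.783) for *RPS5* and 0.63 (standard error 0.24, adjusted p = 0.783) for *RPS6*. All 15 tested genes of chaperonins, the folding complexes of the cytosol and of mitochondria, and of prefoldin, which hands proteins to the cytosolic one, had a positive value, with a median of 0.24 (adjusted p = 0.0029; adjusted p = 0.705 with an estimated correlation). *CCT5* was at 10.8 ± 0.331 (SD, n = 2) with NT siRNA and 20.1 ± 2.77 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.83, standard error 0.19, adjusted p = 0.783 from limma) and the mitochondrial chaperonin *HSPD1* at 28.7 ± 8.15 (SD, n = 2) with NT siRNA and 49.9 ± 4.50 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.80, standard error 0.26, adjusted p = 0.783 from limma). In 29 MYC target genes of translation and ribosome synthesis the median was 0.23 (adjusted p = 0.0029; adjusted p = 0.705 with an estimated correlation). *EIF4A1*, a helicase of translation initiation, had a log2 fold change of 0.57 (standard error 0.20, adjusted p = 0.783), and *NOLC1*, a nucleolar protein, one of 0.73 (standard error 0.22, adjusted p = 0.783). Other lists of protein folding did not pass: heat shock had a median of 0.19 over 13 genes (adjusted p = 0.198) and the unfolded protein and integrated stress responses one of -0.061 over 20 (adjusted p = 0.291). No gene of the ribosomal protein, chaperonin and prefoldin, and MYC target lists passed limma's test, over all genes or adjusted over the list alone. Reads of ribosomal protein genes may be shared with their processed pseudogenes. Relative to NT siRNA replicate 1 alone the medians were 0.0020 for ribosomal proteins, -0.023 for chaperonins and prefoldins and -0.048 for MYC targets (adjusted p = 0.616, 0.739 and 0.616), and relative to NT siRNA replicate 2 alone 0.28, 0.53 and 0.43.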

Related to the above, the use of KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway annotation software showed that protein families involved in genetic information processing scored the highest in terms of number of genes assigned to a given biological process (Supplementary Figure S5). Interestingly, a review of the differential gene expression table (Supplementary Folder S1) uncovered a significant overrepresentation of genes encoding members of the core histone class of proteins, a subset of which was validated by qPCR (Figure 6E).

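Replication-dependent histone genes, which encode the core and linker histones deposited during S phase, fell as a set with SRC-3 siRNA, with 39 of 57 tested genes negative and a median log2 fold change of -0.15 (camera with a preset correlation, adjusted p = 8.8e-06; adjusted p = 0.705 with an estimated correlation). The paper named this class from the same libraries, so the list is not an independent test. The largest negative values were in H4 and H2B genes. *H2BC11* had an FPKM of 20.6 ± 5.24 (SD, n = 2) with NT siRNA and 8.96 ± 4.24 (SD, n = 2) with SRC-3 siRNA (log2 fold change -1.16, standard error 0.35, adjusted p = 0.783 from limma). At an unadjusted p under 0.05, 10 histone genes were lower and 1 was higher, where chance gives 1.71 of the 172 lower genes (Fisher's exact test, two-sided, adjusted p = 1.7e-04 over the lists, on a set of genes chosen after the values were seen). Small structural RNAs were the other list over-represented among these lower genes (4 of 12, adjusted p = 0.0046). None passed limma's adjusted p, and none when adjusted over the list alone (smallest adjusted p = 0.0589). The list median depended on the control library. It was -0.40 against NT siRNA replicate 1 alone and 0.048 against NT siRNA replicate 2 alone, each resting on 1 control library. Histone genes were over-represented among the lower genes called against either one, but both fits take their spread from the same SRC-3 siRNA pair. The results against each control are therefore not independent of each other. Against NT siRNA replicate 2 some histone genes were also called higher, and the list was not over-represented among called genes of both directions. Genes of replacement histones, a list that also holds *CENPA* and *H2AX*, had a median of 0.25 over 9 tested genes (adjusted p = 0.291). Near-identical histone genes can share reads, so FPKM was also summed over all tested members of each family. The sum over 10 H4 genes was 718 and 548 with NT siRNA and 390.2 and 505 with SRC-3 siRNA, a ratio of means of 0.707. The ratio was 0.878 for 11 H3 genes, 0.979 for 15 H2A genes, 0.962 for 16 H2B genes and 0.908 for 5 H1 genes, with overlapping groups in each of these.

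**Figure D4:**
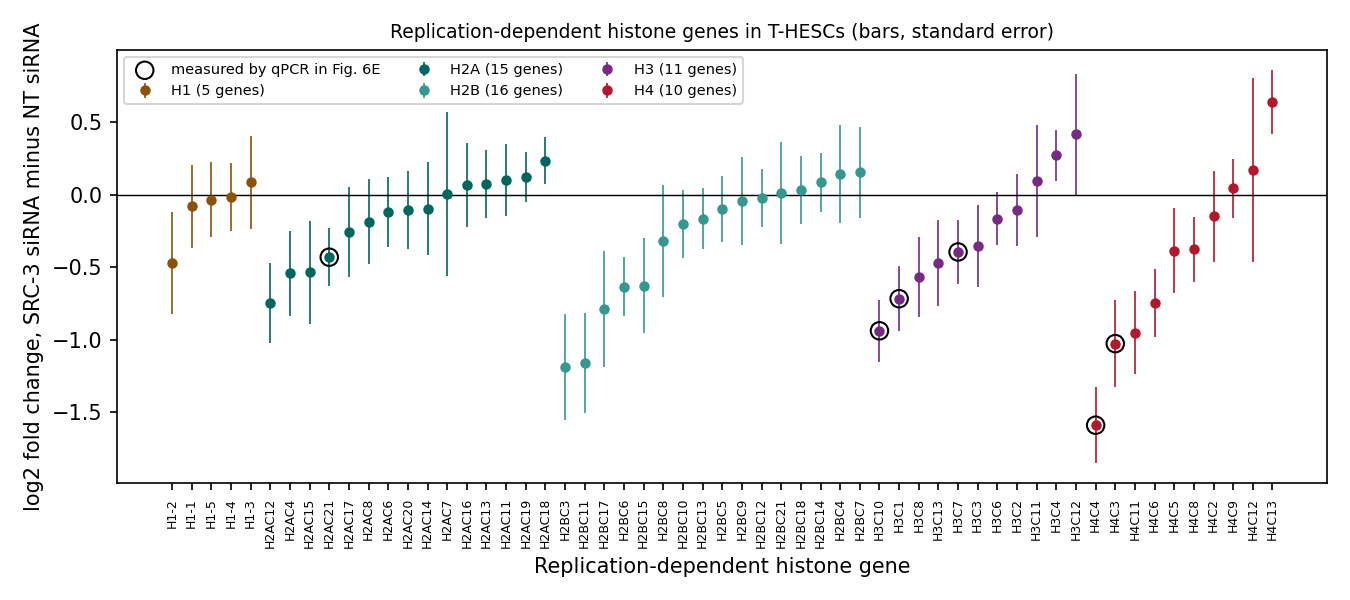
Log2 fold change (SRC-3 siRNA minus NT siRNA) of the 57 tested replication-dependent histone genes by family, with bars of 1 standard error from limma and rings around the 6 genes of Fig. 6E. Of these genes, 39 lie below 0, and *H4C4* is the lowest at -1.59.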

**Figure 6:**
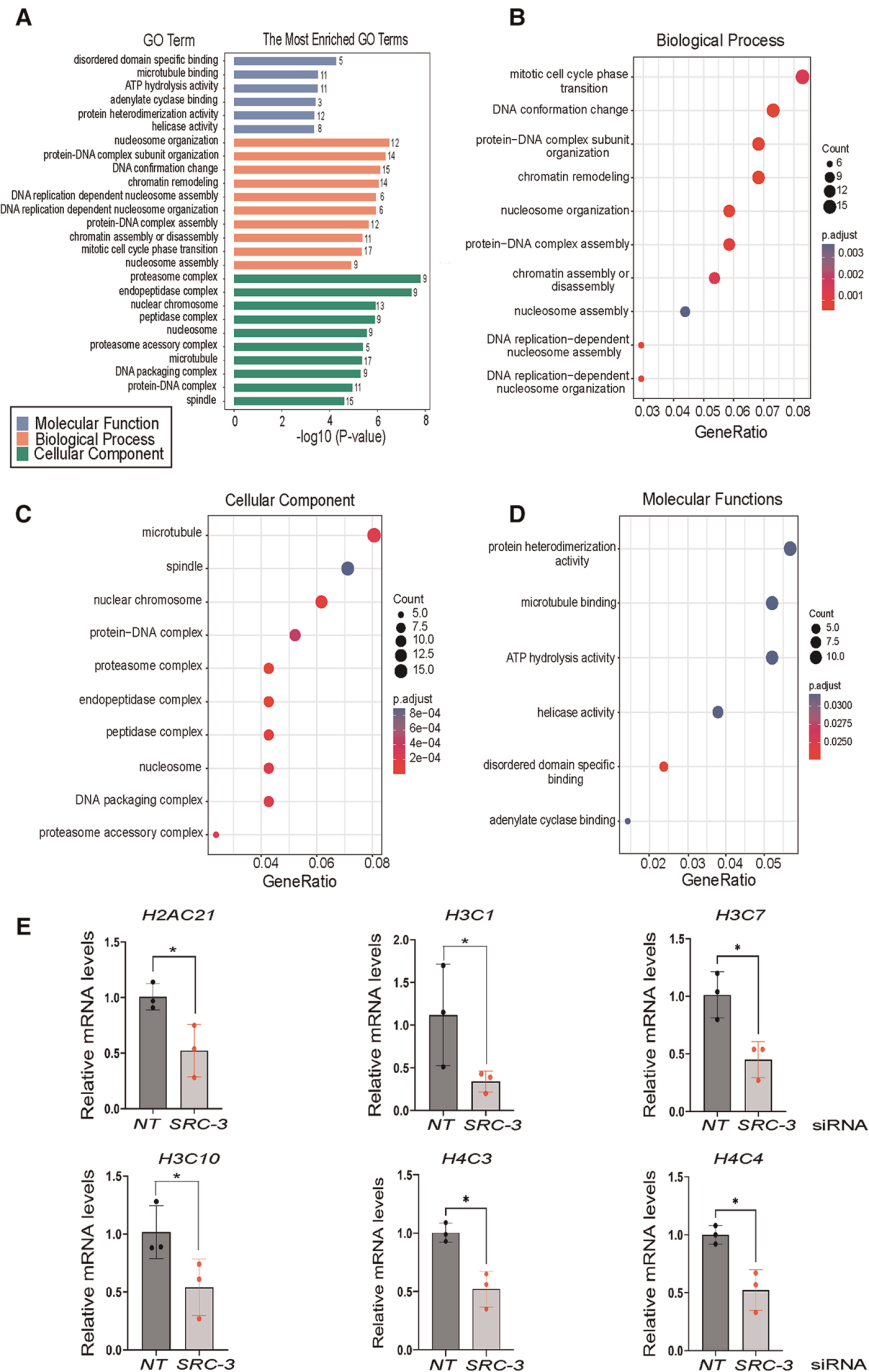
Gene ontology functional analyses of differentially expressed genes in T-HESCs following *SRC-3* knockdown (**A**) gene ontology (GO) enrichment analysis of differentially expressed genes was achieved using the DAVID. The six significantly enriched GO terms (*p* < 0.05) in molecular function along with the ten top significantly enriched GO terms in biological processes and cellular component branches are presented. The adjusted *p*-values of the terms were –log10 transformed. (**B–D**) Dot plots of enriched genes within the differentially expressed gene set are stratified according to biological processes, cellular components, and molecular functions respectively. (**E**) Quantitative real time PCR analysis shows significant reduction in the induction of the following histone family members: *H2AC21*, *H3C1*, *H3C7*, *H3C10*, *H4C3*, and *H4C4* in T-HESCs following *SRC-3* knockdown.

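Proteasome genes rose as a set with SRC-3 siRNA. The proteasome and tubulin lists were written with the paper's results on the same libraries known, so they are not independent tests. Of 35 tested genes, 34 had a positive log2 fold change, with a median of 0.30 (camera with a preset correlation, adjusted p = 8.8e-06; adjusted p = 0.705 with an estimated correlation). The median was 0.15 against NT siRNA replicate 1 alone and 0.43 against NT siRNA replicate 2 alone. *PSMC3*, an ATPase of the proteasome base, had an FPKM of 9.19 ± 0.135 (SD, n = 2) with NT siRNA and 17.0 ± 0.0482 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.82, standard error 0.17, adjusted p = 0.776 from limma). *PSMD7* and *PSMD4*, subunits of the regulatory particle, were at 12.9 ± 0.0542 (SD, n = 2) with NT siRNA and 19.8 ± 0.946 (SD, n = 2) with SRC-3 siRNA and at 5.61 ± 0.655 (SD, n = 2) with NT siRNA and 8.34 ± 0.475 (SD, n = 2) with SRC-3 siRNA. *PSME3*, which encodes the proteasome activator PA28 gamma, was the single member with a negative value, at 15.2 ± 1.40 (SD, n = 2) with NT siRNA and 7.29 ± 1.19 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.97, standard error 0.19, adjusted p = 0.759 from limma). The groups of libraries did not overlap in 21 higher members and this lower one. Over all tested genes this holds for 22.2% higher and 15.8% lower, and chance gives 16.7% each way. Tubulin genes, which encode the subunits of microtubules, had a median of 0.21 over 11 tested genes and did not pass camera (adjusted p = 0.087). *TUBA1B* had an FPKM of 1071 ± 85.7 (SD, n = 2) with NT siRNA and 1527 ± 72.0 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.51, standard error 0.20, adjusted p = 0.787 from limma). The log2 fold change was 0.30 (standard error 0.20, adjusted p = 0.816) for *TUBB* and 0.32 (standard error 0.24, adjusted p = 0.84) for *TUBB4B*, and tubulin genes are similar enough in sequence to share reads. No proteasome or tubulin gene passed limma's test, and none when adjusted over the list alone, where the smallest adjusted p was 0.0568 in the proteasome list.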

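*CCN2*, a matricellular protein of the CCN family, had an FPKM of 1013 ± 128 (SD, n = 2) with NT siRNA and 671 ± 49.4 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.59, standard error 0.22, adjusted p = 0.783 from limma), and lies on chromosome 6 from 131948177 to 131951372 of hg38. *CCN3* was at 8.54 ± 0.139 (SD, n = 2) with NT siRNA and 5.89 ± 0.736 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.47, standard error 0.17, adjusted p = 0.783 from limma), and *INHBA*, the beta A subunit of activins and inhibins, at 69.0 ± 2.89 (SD, n = 2) with NT siRNA and 46.2 ± 5.34 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.57, standard error 0.21, adjusted p = 0.783 from limma). *CCN1*, the third tested member of the CCN family, was at 331 ± 14.6 (SD, n = 2) with NT siRNA and 457 ± 71.4 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.46, standard error 0.22, adjusted p = 0.792 from limma). *TIMP1*, an inhibitor of matrix metalloproteinases, was at 147 ± 0.410 (SD, n = 2) with NT siRNA and 188 ± 0.0580 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.35, standard error 0.20, adjusted p = 0.806 from limma), higher in both SRC-3 siRNA libraries than in both NT siRNA libraries. Genes of matrix proteases and their inhibitors fell as a set, with 13 of 17 tested genes negative and a median log2 fold change of -0.12 (camera with a preset correlation, adjusted p = 0.034; adjusted p = 0.705 with an estimated correlation). *SERPINE2*, a serine protease inhibitor, had a log2 fold change of -0.43 (standard error 0.15, adjusted p = 0.783) and *TIMP2* one of -0.36 (standard error 0.20, adjusted p = 0.802). Genes of the extracellular matrix also fell as a set, with a median of -0.21 over 33 genes (adjusted p = 2.2e-04; adjusted p = 0.705 with an estimated correlation). *THBS1*, a matricellular glycoprotein, was at 146 and 176 in the NT siRNA libraries and 84.8 and 81.1 in the SRC-3 siRNA libraries (log2 fold change -0.94, standard error 0.22, adjusted p = 0.783 from limma), and *LOX*, which cross-links collagen, at 272 ± 122 (SD, n = 2) with NT siRNA and 139 ± 4.22 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.89, standard error 0.34, adjusted p = 0.783 from limma). Genes of the actin cytoskeleton and adhesion had a median of 0.034 over 44 genes (adjusted p = 0.994), which was -0.014 after median-of-ratios scaling. Of these, 1 gene, *FERMT2*, was lower when adjusted over the list alone (adjusted p = 0.036). *TRIP6*, a protein of focal adhesions, had a log2 fold change of 0.48 (standard error 0.17, adjusted p = 0.783). Without NT siRNA replicate 2 the matrix list turned, with a median of 0.12, and without NT siRNA replicate 1 it was -0.56. The protease list lost its call without NT siRNA replicate 1 (-0.092, adjusted p = 0.176), NT siRNA replicate 2 (-0.16, adjusted p = 0.142) or SRC-3 siRNA replicate 2 (-0.031, adjusted p = 0.519).

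**Figure D5:**
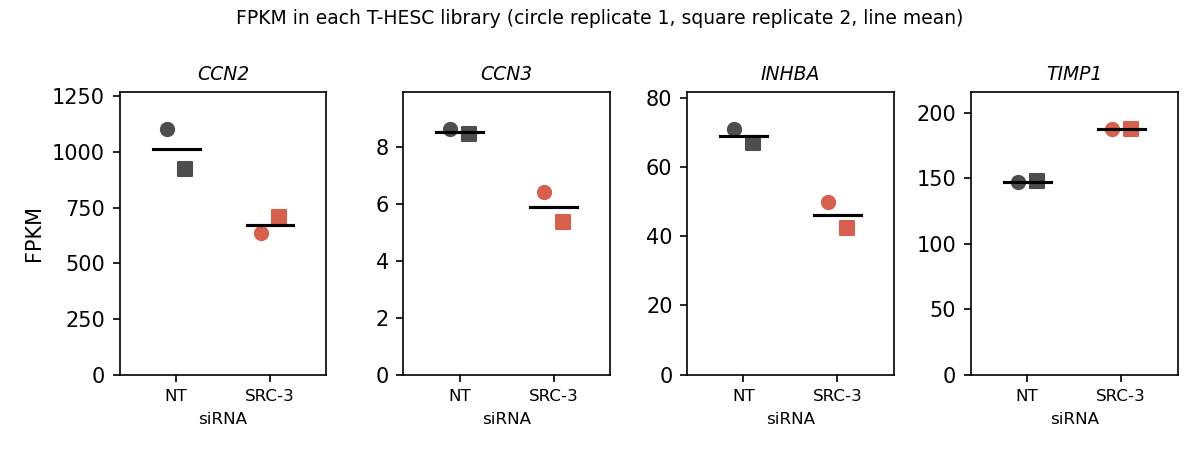
FPKM of *CCN2*, *CCN3*, *INHBA* and *TIMP1* in each T-HESC library (circles for replicate 1, squares for replicate 2, lines for means). *CCN2* runs from 636 and 706 with SRC-3 siRNA to 1103 and 922 with NT siRNA, and *TIMP1* is higher with SRC-3 siRNA.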

Genes that are involved in cell proliferation, migration, and invasion were also enriched in the differentially expressed gene dataset (Figure 7A). For example, the Cell Communication Network (CCN) family of cysteine-rich matricellular proteins are extracellular matrix (ECM)-associated proteins that are active in a wide spectrum of biologies and pathobiologies (70). In particular, the CCN2 and CCN3 matricellar proteins underpin numerous cellular activities that range from mitogenesis, differentiation, survival, adhesion, migration, chemotaxis, angiogenesis, chondrogenesis, and wound healing (71, 72). Accordingly, CCN2 and CCN3 dysregulation is causal for a multitude of human pathobiologies, including tumorigenesis and metastasis (73, 74). Interestingly, these proteins have been implicated in female reproductive disorders, such as preeclampsia (75–77); however, their role in the normal endometrium is unclear. Also linked to cellular proliferation, migration and invasion in other physiologies, inhibin beta A (also known as INHBA) was originally recognized as a subunit for the closely related activin and inhibin glycoproteins, which exert opposing functional effects. However, INHBA perturbation alone has been associated with aggressive tumor behavior, including acceleration of cell proliferation, epithelial mesenchymal transition (EMT), migration and invasion (78–80). Noteworthy, INHBA has been detected in the human endometrium and endometrial pathologies (81, 82); however, the role of INHBA in the endometrial stromal cell remains an open question. In addition to inhibiting matrix metalloproteinases, tissue inhibitor of metalloproteinases 1 (TIMP1) can signal in a cytokine-like manner to influence numerous biological processes, which includes cellular proliferation, differentiation, apoptosis, angiogenesis, and oncogenesis (83–85). Although detected in murine and human endometrial tissue, TIMP1's role in endometrial function is currently unknown.

**Figure 7:**
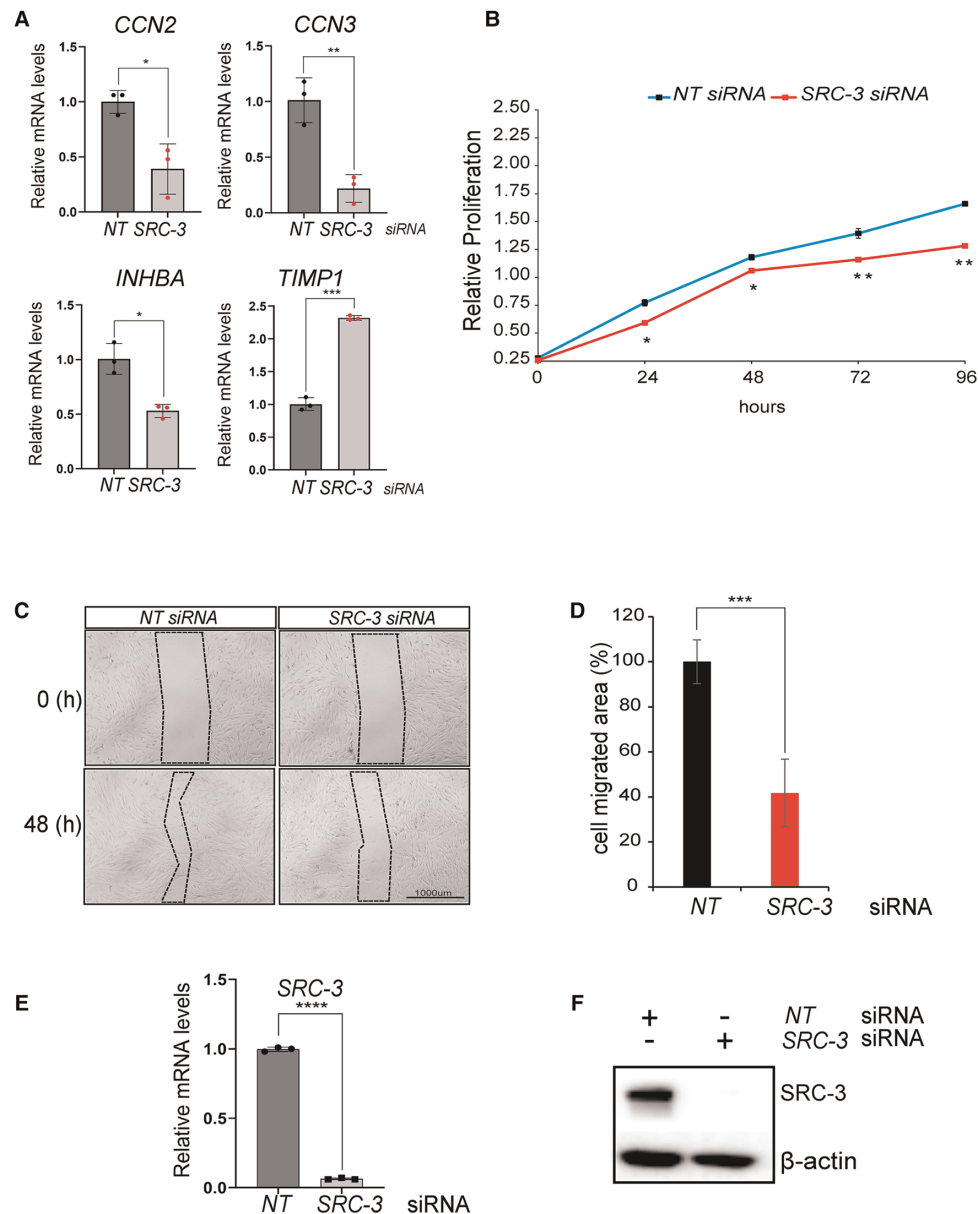
Proliferative and migratory properties of T-HESCs are significantly reduced following *SRC-3* knockdown. (**A**) Quantitative real-time PCR analyses shows a significant reduction in the induction of *CCN2*, *CCN3*, *INHBA*, and *TIMP1* following *SRC-3* knockdown. (**B**) The MTT assay demonstrates that depletion of *SRC-3* levels in T-HESCs markedly reduces this cell type's ability to maintain optimum cell viability/ proliferative capacity over time. (**C**) The wound healing assay demonstrated that *SRC-3* knockdown resulted in a significant reduction in the migratory abilities of T-HESCs. Shown is a representative bright-field image of the migrated area (demarcated by dotted line) forty eight hours following the application of the scratch to the cell monolayer, previously transfected with either *NT* or *SRC-3* siRNAs; scale bar applies to all images. (**D**) The histogram quantitatively displays the reduced migratory ability of T-HESCs following *SRC-3* knockdown. Migratory ability of T-HESCs is reduced by at least 50% following *SRC-3* knockdown (compare black bar (*NT* siRNA) with red bar (*SRC-3* siRNA)). (**E,F**) Quantitative real time PCR and western immunoblot analyses confirm efficient *SRC-3* knockdown in T-HESCs at the RNA and protein level respectively in these experiments. Results in (**E**) are displayed as ± SE and are representative of three independent experiments; *p-value <0.05; **p-value <0.01; ***p-value <0.001; and ****p-value < 0.0001. Western in (**F**) is representative of three separate experiments; β-actin was used as a loading control.

Although functionally validating these new genes in HESC decidualization is beyond the scope of the current study, the various cellular properties attributed to these genes provided the impetus to test whether SRC-3 controls these cell activities, specifically cell viability, migration, and invasive properties of HESCs, especially as SRC-3 controls these cellular functions in other physiologies and pathologies (86–88). To address the aforementioned, the MTT assay demonstrated that SRC-3 is necessary for full proliferative capacity of the T-HESC, and that the necessity for SRC-3 increases as the duration of culture lengthens (Figure 7B). In addition, SRC-3 is also essential for the known intrinsic migratory (Figures 7C–F) and invasive properties of endometrial cells (Supplementary Figure S6), cellular properties that are essential for a fully functional decidua *in vivo* (89–92).

## Discussion

Originally discovered as an oncogenic coactivator (93), SRC-3 [also known as amplified in breast cancer 1 (AIB1)] is now recognized as a pivotal coactivator for a broad spectrum of physiological processes, ranging from metabolism, circadian rhythms to T cell biology (18, 94–96). Importantly, SRC-3 is implicated in female reproductive physiology and pathophysiology (24).

In the case of endometrial pathology, Lessey's group reported that SRC-3 levels (along with SRC-2 [also known as transcriptional intermediary factor 2 (TIF2)] are markedly elevated in epithelial and stromal cells of secretory-phase endometrial tissue biopsied from patients diagnosed with polycystic ovary syndrome (PCOS) (40). Apart from an increased susceptibility for endometrial cancer (97), PCOS patients are predisposed to additional reproductive sequelae, which include low cycle fecundity and a high miscarriage rate that can reach 60%–70% (98, 99). Independent studies have also shown that SRC-3 levels are strikingly elevated in hyperplastic and/or malignant human endometrial tissue (100–104).

In agreement with previous studies (40), we show here that SRC-3 is expressed in the glandular epithelial and stromal compartments of a healthy endometrium, and that endometrial SRC-3 expression does not significantly alter with cycle stage or with changes in hormone exposure (i.e., from an E2 to an E2 plus P4 environment). In the case of cultured T-HESCs, we found that neither SRC-3's spatial distribution nor expression level markedly changed during decidualization. Notable, however, endometrial SRC-3 levels are aberrantly elevated in a number of gynecological morbidities, which include endometrial hyperplasia and cancer (100, 101), PCOS (40), and endometriosis (105). Here, our bioinformatic analysis also showed that abnormally elevated levels of SRC-3 occur in endometrial tissue biopsied from patients diagnosed with RPL (Figure 2F). Therefore, these findings furnish tantalizing support for the proposal that unscheduled elevation of endometrial SRC-3 levels may serve as a biomarker for the emergence of these uterine pathobiologies. Interestingly, SRC-3's phosphorylation status in T-HESCs is altered between the pre-decidual and decidualized state. Specifically, the levels of SRC-3, which harbored phosphorylated serine residue 857 (S857), increased in decidual cells compared with pre-decidual cells. As phosphorylation of SRC-3 at residue S857 is known to modulate and extend coactivator potency in other physiological systems (22, 106, 107), this PTM event may signal a change in SRC-3 activation status between the pre-decidual and decidual cell. Future investigations will test whether this PTM (as well as other PTMs singly or in combination) is functionally important for SRC-3's role in decidualization and/or in the functional properties of the decidual cell following its development from a HESC progenitor.

By depleting pre-decidual HESCs of total SRC-3 protein, we demonstrated that SRC-3 is essential for these cells to transform into specialized decidual cells; the decidual defect could not be compensated by other SRC members. Importantly, the normal induction of the majority molecular signals tested—hormones, growth factors, transcription factors, and cytokines, which have been shown to be functionally important for this cellular transformation process (or for correct functioning of the decidual cell once formed), was significantly attenuated in response to diminished SRC-3 levels. Collectively, these results underscore the importance of SRC-3 in sustaining the pivotal transcriptional responses that manifest in HESCs, which ensure HESC development to a normally functioning decidual cell. Because the EPC-induction of transcription factors [i.e., *HAND2* (58, 66)] and paracrine signals [i.e., *IL15* (12, 66, 108–111)] is significantly attenuated in SRC-3 depleted HESCs, SRC-3 is required for optimum HESC intra- and extracellular signaling.

The derailment in the induction of these and other known transcriptional programming events in HESCs with a SRC-3 deficit provided the pretext to identify the early HESC molecular signals and associated biological processes that are compromised following reduction of SRC-3 levels. Specifically, the focus of the transcriptomic analysis was to determine the extent to which SRC-3 depletion would alter the transcriptome of the pre-decidual cell prior to receipt of the deciduogenic stimulus.

Significant reduction of SRC-3 levels in pre-decidual HESCs over a forty eight hour period resulted in a marked change in the transcriptome that normally exists at a time when these cells receive the deciduogenic hormone stimulus. 

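In genes of histone deposition and chromatin remodeling, 32 of 36 tested values were positive with SRC-3 siRNA, and in genes of DNA replication 25 of 29. The groups of libraries did not overlap in 18 higher and 3 lower members of the first list and in 7 higher and 0 lower members of the second. Over all tested genes these shares were 22.2% higher and 15.8% lower, and chance gives 16.7% each way. *NASP*, a histone chaperone, had an FPKM of 3.07 ± 0.460 (SD, n = 2) with NT siRNA and 5.03 ± 0.230 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.57, standard error 0.16, adjusted p = 0.783 from limma). *SMARCA4*, the ATPase of the SWI/SNF remodeling complex, was at 1.45 ± 0.0588 (SD, n = 2) with NT siRNA and 2.22 ± 0.00308 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.40, standard error 0.12, adjusted p = 0.783 from limma), and *RUVBL2*, an ATPase of the INO80 complex, at 4.13 ± 0.387 (SD, n = 2) with NT siRNA and 6.08 ± 0.451 (SD, n = 2) with SRC-3 siRNA (log2 fold change 0.47, standard error 0.16, adjusted p = 0.783 from limma). *SMARCD2*, another subunit of SWI/SNF, was lower, at 2.15 ± 0.414 (SD, n = 2) with NT siRNA and 1.40 ± 0.0672 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.38, standard error 0.14, adjusted p = 0.783 from limma). The positive median of the replication list was relative to NT siRNA replicate 2, and the median relative to NT siRNA replicate 1 was negative. For the list of histone deposition and chromatin remodeling, the medians were 0.071 relative to NT siRNA replicate 1 and 0.30 relative to NT siRNA replicate 2. Over all tested genes the median log2 fold change was 0.036. Neither list passed camera with an estimated correlation (adjusted p = 0.705 for deposition and remodeling and 0.718 for replication). None of the 4 genes passed limma's adjusted p of 0.05.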

Gene enrichment analysis revealed that the expression of genes involved in chromatin remodeling, organization and assembly of the nucleosome and control of DNA replication was significantly reduced in HESCs with reduced SRC-3 levels. 

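The FPKM of 6 core histone genes was lower in both SRC-3 siRNA libraries than in both NT siRNA libraries. All 6 are in the paper's Table 2, which was chosen on the same libraries, so their direction in these libraries is not independent evidence. The paper also measured the 6 genes by qPCR and reports a significant reduction with SRC-3 knockdown. Those qPCR data, a separate measurement, were not analysed here. All 6 genes lie in the histone clusters of chromosomes 1 and 6, and each has a single exon. *H4C4*, on chromosome 6 from 26188710 to 26189112 of hg38, had an FPKM of 13.4 ± 4.49 (SD, n = 2) with NT siRNA and 3.69 ± 0.763 (SD, n = 2) with SRC-3 siRNA, 3.63-fold lower (log2 fold change -1.59, standard error 0.26, adjusted p = 0.584 from limma), from 275 and 129 fragments with NT siRNA and 56 and 66 with SRC-3 siRNA. *H4C3*, on chromosome 6 from 26103933 to 26104337, was at 153 ± 54.9 (SD, n = 2) with NT siRNA and 72.4 ± 5.11 (SD, n = 2) with SRC-3 siRNA, 2.12-fold lower (log2 fold change -1.03, standard error 0.30, adjusted p = 0.783 from limma), from 3204 and 1453 fragments with NT siRNA and 1227 and 1191 with SRC-3 siRNA. Both genes encode the same histone H4 protein. *H3C10*, on chromosome 6 from 27810051 to 27810536, was at 3.85 ± 0.786 (SD, n = 2) with NT siRNA and 1.54 ± 0.599 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.94, standard error 0.21, adjusted p = 0.783 from limma), and rested on 88 and 50 fragments with NT siRNA and 24 and 37 with SRC-3 siRNA. *H3C1*, from 26020451 to 26020958 on the same chromosome, was at 7.90 ± 2.36 (SD, n = 2) with NT siRNA and 4.32 ± 0.278 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.72, standard error 0.22, adjusted p = 0.783 from limma). *H3C7*, from 26250142 to 26250635, had the log2 fold change nearest 0 of the 6, at 23.3 ± 0.338 (SD, n = 2) with NT siRNA and 17.7 ± 3.89 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.40, standard error 0.22, adjusted p = 0.802 from limma). *H2AC21*, on chromosome 1 from 149887469 to 149887965, was at 42.3 ± 2.57 (SD, n = 2) with NT siRNA and 31.1 ± 2.24 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.43, standard error 0.20, adjusted p = 0.792 from limma). None passed limma's adjusted p of 0.05, and NT siRNA replicate 1 was the higher control library for 5 of them and NT siRNA replicate 2 for *H2AC21*. Fragments assigned to one H3 or H4 gene can come from another with near-identical sequence.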

Noteworthy was the significant reduction in the expression levels of core histone variants (i.e., *H3AC21*; *H3C1*; *H3C7*; *H3C10*; *H4C3*; and *H4C4*). From yeast to humans, histone homeostasis is essential for avoiding genomic stress, changes in global transcriptional output, premature replicative senescence and ageing (112–123). Normally, strict controls on histone gene expression levels are in place during the cell cycle to ensure direct coupling of DNA replication with canonical histone deposition (124–126). Interestingly, however, scheduled increases in histone content are associated with cellular differentiation and ploidy, both cellular processes that underpin HESC decidualization (127). Following SRC-3 knockdown, the reduction in the expression levels of core histone variants, along with other factors implicated in nucleosome organization and assembly, may in part contribute to the observed decrease in HESC proliferative capacity as cellular proliferation followed by differentiation is a requirement for completion of the decidualization process (7).

It should be noted that the above findings from our cell-based investigations have yet be confirmed by *in vivo* model systems. Female mice, which are deficient in SRC-3, exhibit dwarfism, delayed pubertal onset, attenuated mammary gland morphogenesis, striking metabolic impairments, and a severe subfertility defect (128). Because of the phenotypic complexity displayed by the whole body *SRC-3* knockout mouse, we recently generated a conditional *SRC-3* knockout mouse by crossing our *Pgr-cre* driver mouse with a mouse carrying the floxed SRC-3 allele (129, 130). Interestingly, the conditional *SRC-3* knockout female mouse is infertile, and its endometrium fails to decidualize (unpublished data), supporting the *in vitro* studies described here.

In conclusion, our studies offer compelling support for an important role for SRC-3, which is independent of the other SRC family members, in HESC decidualization. Devoid of SRC-3, HESCs are less viable and lose significant proliferative, differentiative, motile, and invasive capabilities, cellular attributes that are necessary for either the development or function of the decidual cell. Given decidualization is critical for advancement of the implantation process toward placentation, further investigation of endometrial SRC-3 in periimplantation biology is predicted to furnish new molecular insights not only into normal endometrial function but also endometrial dysfunction that leads to early pregnancy loss.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Glossary

AAALAC, association for the assessment and accreditation of laboratory animal care; AD, activation domain; AIB1, amplified in breast cancer 1; ANOVA, analysis of variance; ATCC, american type culture collection; BHLH, basic helix loop helix; CCN2, cellular communication network factor 2; CCN3, cellular communication network factor 3; DAPI, 4′,6′-diamidino-2-phenylindole; DAVID, database for annotation, visualization, and integrated discovery; DCN, decorin; DMEM, Dulbecco's modified eagle's medium; DMSO, dimethyl sulfoxide; E2, estradiol; ECM, extracellular matrix; EMT, epithelial mesenchymal transition; EPC, 17β-estradiol, medroxyprogesterone acetate, 2′-O-dibutyryladenosine-3′, 5′ cAMP; EPL, early pregnancy loss; FC, Fold change; FDR, false discovery rate; FOXO1, forkhead box O1A; FPKM, fragments per kilobase of exon per million mapped fragments; GE, glandular epithelium; GEO, gene expression omnibus; GSEA, gene set enrichment analysis; GO, gene ontology; HAT, histone acetyl transferase; H3AC21, H3A clustered histone 21; H3C1, H3 clustered histone 1; H3C7, H3 clustered histone 7; H3C10, H3 clustered histone 10; H4C3, H4 clustered histone 3; H4C4, H4 clustered histone 4; HAND2, heart- and neural crest derivatives-expressed protein 2; HESC, human endometrial stromal cell; HOXA, Homeobox A; HRP, horse radish peroxidase; IACUC, institutional animal care and use committee; IL15, Interleukin 15; IGFBP-1, insulin like growth factor binding protein-1; INHBA, inhibin beta A; IRB, Institutional review board; ITS-A, insulin, transferrin, selenite and sodium pyruvate; LXXLL, Leucine-X-X-leucine-leucine; KEGG, kyoto encyclopedia of genes and genomes; MSIGDB, molecular signatures database; MTT, 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide; NCBI, national center for biotechnology information; NCOA, Nuclear coactivator; NT, Non targeting; P4, Progesterone; P300/CBP, EP300/CREB-binding protein; PAS, Per-Arnt-Sim; PBS, phosphate buffered saline; PCA, principal component analysis; PCOS, polycystic ovary syndrome; PGR, progesterone receptor; PGR-CRE, progesterone receptor cre; PRL, prolactin; PTMs, posttranslational modifications; PVDF, polyvinylidene difluoride; RID, receptor interaction domain; RIN, RNA integrity number; RNA-seq, RNA sequencing; RPL, recurrent pregnancy loss; Q, polyglutamine; QPCR, quantitative polymerase chain reaction; SCARA5, Scavenger receptor class A member 5; Scid, Severe combined immunodeficiency; SD, Standard deviation; SDECs, singly dispersed endometrial cells; SDS-PAGE, sodium dodecyl sulfate polyacrylamide; SE, standard error; SFBS, stripped fetal bovine serum; siRNA, small interfering RNA; SOX4, SRY-box transcription factor 4; SST, somatostatin; SRC-1, steroid receptor coactivator-1; SRC-2, steroid receptor coactivator-2; SRC-3, Steroid receptor coactivator-3; STR, short tandem repeat; TBS-T, tris-buffered saline with Tween 20; T-HESCs, Telomerase-transformed human endometrial stromal cells; TIF-2, Transcription intermediary factor; TIMP1, Tissue inhibitor of metalloproteinases 1; uNK, Uterine natural killer cells; WNT4, Wingless/integrated 4.

How the deposited data were processed for this re-analysis (not part of the article)

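RNA from T-HESCs was sequenced in 4 libraries, 2 from cells transfected with NT siRNA and 2 from cells transfected with SRC-3 siRNA, harvested after 48 hours at day 0 of EPC culture from 2 wells of a six-well plate each. Per the paper's methods, the authors made cDNA with the Ovation RNA-seq System V2 and libraries with a Nextera kit, sequenced paired reads of 50 nucleotides, removed reads of ribosomal and mitochondrial DNA with Bowtie 2 2.2.5, trimmed bases on quality, aligned to hg38 with HISAT2 2.1.0, removed singleton and unaligned reads and quantified RefSeq Transcripts 100 with the E/M function of Partek Flow 10.0.21.0801. The deposited FPKM values are fragments per kilobase of exon scaled to the total of mapped fragments as the authors computed them, for 18827 genes, with the replicates kept apart. The submitters' notes also name TopHat2 2.0.4 without its role. Which genes were left out of the table is not stated. The paper's test, edgeR, takes counts and could not be repeated on FPKM.

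In a single-exon gene whose fragments are not split with other genes, FPKM times gene length is expected to be a whole number of steps of 1 fragment, and the step of each library was read from the lowest values. At the totals this gives, 79.8% to 86.2% of 178 to 334 single-exon genes per library were whole numbers of fragments within 0.02, and the totals were 41142225, 31277078, 44036008 and 38680556 for NT siRNA replicates 1 and 2 and SRC-3 siRNA replicates 1 and 2. E/M quantification splits fragments between transcripts, so counts of other genes were not recovered and no counting interval is given for them. Between 5501 and 5785 genes per library had an FPKM of at least 1. Of 13392 genes whose start in the file equals the RefSeq start, 13113 have a stop 1 past the RefSeq end, so each end printed here is the stop less 1.

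The 5738 genes with a mean FPKM of at least 1 were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend, SRC-3 siRNA against NT siRNA and no replicate term. Calls took a Benjamini and Hochberg adjusted p of 0.05 or less, with and without an absolute fold of 1.5, the paper's thresholds. Of 35 gene lists written from general knowledge and the paper's text, 29 had at least 5 tested genes and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with p adjusted over the 29 lists. Enrichment used Fisher's exact test against all tested genes. PCA used centred log2(FPKM + 1). The lists, thresholds, tests and alternative settings were fixed before the data were examined, with exceptions that are named where they occur. Genes named in the text were taken by a rule fixed at the same time: the 12 genes with the smallest p in each direction whose groups of libraries did not overlap (since none passed the thresholds), the genes of Table 1 and Figures 4, 6E and 7A with those of the SRC family, the top 10 of Tables 2 and 3 and up to 4 genes with the smallest p of each list. The values in the paper's tables and figures had been seen when the rule was written. The gene classes that the paper names came from the same libraries, so lists of them are not an independent test. *CCN1*, *TUBB*, *TUBB4B*, *PTMA* and *TIMP2* came under it through Table 3 or a list. The test was tried on simulated data with known changes, and the files were checked for columns in the wrong unit and for labels that did not match *NCOA3*. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

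Alternatives were pseudocounts of 0.1 and 0.5, no minimum and a minimum mean FPKM of 5, median-of-ratios scaling, quantile normalization, limma without a trend and with robust variances, unlogged FPKM, the ratio of mean FPKM as fold, a replicate block, an estimated correlation in camera and each library left out in turn. Of the steps in the paper, the DAVID, KEGG and GSEA annotations were not at hand, so the fixed lists stand in for their terms, and the qPCR, protein, imaging and wound healing data were not analysed here.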

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

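The paper does not discuss ribosomal protein, oxidative phosphorylation, MYC target or chaperonin and prefoldin genes as groups, and each list was higher with SRC-3 siRNA than with NT siRNA, with a median log2 fold change of 0.16, 0.17, 0.23 and 0.24 (adjusted p = 0.0044, 0.0067, 0.0029 and 0.0029 with a preset correlation, and 0.718, 0.705, 0.705 and 0.705 with an estimated correlation). Of the tests below, those of a swapped label, of poly(A) yield, of S phase and of the 8 lists that were higher, and the interval of the H4 sum, were chosen only after the result was seen.

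NT siRNA replicate 2 lay apart from the other 3 libraries. A lower depth would give noise that fades in abundant genes, yet in the 1435 genes with the highest mean FPKM the SD of the NT siRNA pair was still 2.4 times that of the SRC-3 siRNA pair. Smooth trends in GC content and transcript length took up 11.0% of the variance of its difference from the others, which argues against them as the main part, and the gap between matrix and mitosis genes was 1.12 before and 1.00 (log2) after they were removed. A SRC-3 siRNA library under this label is excluded, since *NCOA3* was at 1.2 times its level in NT siRNA replicate 1. The design gives no biological difference between the NT siRNA replicates, so no biological explanation was tested, and a difference between the cultures stays open, untested.

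The 8 lists that were higher with SRC-3 siRNA, among them mitosis, DNA replication, proteasome and ribosomal proteins, may reflect low levels of growth genes in NT siRNA replicate 2 alone: without that library 1 of the 8 lists, the proteasome, still passed, and without NT siRNA replicate 1 all 8 passed. Median-of-ratios scaling moved the log2 fold changes by a mean of -0.036 (SD 0.0078 over the tested genes), less than the median of each list. This argues against scaling by the library total as the main cause. A wrong total moves all genes alike and would not set these lists above the other genes. The lists were chosen for lying above the other genes, so their place above the common median is no further test. After median-of-ratios scaling the median of all tested genes was 0.0016. The medians of 8 of the 8 lists lay above it with their 95% intervals (order statistics, over genes that are not independent), which the choice of lists largely fixed. The list medians shrank, from 0.23 to 0.19 for mitosis and from 0.16 to 0.11 for ribosomal proteins. An effect of SRC-3 siRNA on proteasome genes stays open as a hypothesis, with a median of 0.15 and 0.43 against NT siRNA replicates 1 and 2.

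Replication-dependent histone genes were lower with SRC-3 siRNA. Reads moved between near-identical genes cannot be told apart from a lower level. The summed fragments were 0.699 of the NT siRNA mean for H4, with both SRC-3 siRNA libraries below both NT siRNA libraries but a difference within its spread (95% interval of the difference, scaled to the library total, -232 to 97.2, Student), and 0.866 for H3, where the groups overlapped. These sums leave out tested genes (*H4C8*, *H3C4*, *H3C6* and *H3C12*), and summed FPKM over all tested members gave 0.707 and 0.878. A smaller yield of RNA without a poly(A) tail could lower all of them alike, and 68.4% of the 57 genes were negative (95% interval 54.8% to 80.1%, Clopper-Pearson, over genes that are not independent), which does not decide it. Small structural RNAs, which mostly lack a poly(A) tail, fell too, with a median of -0.39 and -0.34 against NT siRNA replicates 1 and 2, as this explanation would need. The histone families did not clearly fall alike. The ratio of summed FPKM, SRC-3 siRNA over NT siRNA, was 0.979 for H2A, 0.962 for H2B and 0.908 for H1, with overlapping groups. Fewer cells in S phase stay open too, since the median of DNA replication genes was -0.047 against NT siRNA replicate 1 and 0.50 against NT siRNA replicate 2. The paper's MTT assay found lower viability or proliferative capacity with SRC-3 knockdown over longer culture. That assay does not measure S phase at the harvest of these libraries, and it was not analysed here. A loss of SRC-3 as the cause at these genes, which the design names, is among the open explanations. For a subset of these genes, the paper also reports a reduction by qPCR, a separate measurement that was not analysed here.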

How the results depend on the processing

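No gene was called with limma under 9 planned settings that keep all 4 libraries (108 to 1028 genes at an unadjusted p under 0.05), nor with the fold as the ratio of means. The unlogged test at an unadjusted p, the enrichment and the PCA over genes at an unadjusted p under 0.05 were chosen only after the results were seen. With the replicate number as a block, which the data do not call for (correlation of the same-number deviations -0.079), 8 genes were higher and 27 lower, with and without the fold. Leaving out 1 library gave 0 to 360 higher and 0 to 234 lower genes with the fold, and 0 to 1128 and 0 to 544 without it. These fits take the lone library to vary like the other group, and beyond *RPN2*, the 1 gene called without SRC-3 siRNA replicate 2, the calls appeared where the SRC-3 siRNA pair set the spread. The unadjusted p on unlogged FPKM gave 137 and 84. Enriched lists among called genes numbered 1 with the block, 0 to 8 with a library left out and 1 among all genes at an unadjusted p under 0.05 (2 among the lower ones, replication-dependent histones and small structural RNAs), where PC1 held 83.2%. Elsewhere PC1 held 59.7% to 63.4%.

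With an estimated correlation in camera, no list passed, while the medians stayed at -0.15 for replication-dependent histones, 0.17 for histone chaperones and remodelers, 0.18 for DNA replication, 0.23 for mitosis and spindle, 0.30 for proteasome and -0.12 for matrix proteases and inhibitors. Tubulins (0.21) passed in limma without trend. Matrix proteases and inhibitors did not pass with no filter (-0.059), a mean FPKM of at least 5 (-0.092) or the block (-0.12), p53 targets with no filter (-0.086, adjusted p = 0.060) and oxidative phosphorylation at a mean FPKM of at least 5 (0.19, adjusted p = 0.056). With no filter the median of interferon response was -0.074 over 35 genes. With a library left out, medians ran from -0.40 to 0.048 for replication-dependent histones, from 0.071 to 0.30 for histone chaperones and remodelers, from -0.047 to 0.50 for DNA replication, from -0.065 to 0.49 for mitosis and spindle, from -0.21 to -0.031 for matrix proteases and inhibitors, from -0.023 to 0.53 for chaperonins and prefoldins, from -0.022 to 0.33 for oxidative phosphorylation, from -0.048 to 0.43 for MYC targets translation, from -0.56 to 0.12 for extracellular matrix and from -0.098 to 0.20 for actin cytoskeleton and adhesion, which was -0.014 after median-of-ratios scaling. Explanations tested for NT siRNA replicate 2 standing apart and for the higher lists are given above, and the cause of the other shifts was not tested.

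Of 755 values of 79 named genes under settings with all 4 libraries, 755 kept their direction, and of 316 with a library left out, 310 did. The others were in the log2 fold change of NCOA1 (-0.014 to 0.0054), the log2 fold change of NCOA2 (-0.013 to 0.071), the log2 fold change of HOXA10 (-0.21 to 0.057), the log2 fold change of HAND2 (-0.028 to 0.22) and the log2 fold change of PGR (-0.27 to 0.018), none past the test. SRC-3 knockdown stayed negative, from -0.73 to -2.46 over the settings, and has no value at a mean FPKM of at least 5. All tested genes of Tables 2 and 3 kept the sign of the table. Depth bears on genes of low FPKM, which rest on few fragments. How far it limits the calls was not tested.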

Differences from the paper's values

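At an adjusted p of 0.05 and a fold of 1.5, 0 genes were higher, 0 lower and 0 in all with limma, where the paper's values from edgeR are 153, 73 and 226. For the paper's 499 higher, 296 lower and 795 changed genes, whose threshold its text does not name, the values at an adjusted p of 0.05 alone were 0, 0 and 0. At an unadjusted p under 0.05, 187 genes were higher and 172 lower. Of the alternatives set before the data were examined, the fit without NT siRNA replicate 2 came within 1.5 times the paper's 226, with 98 higher and 126 lower (224 in all), but not its 153 or 73 taken apart. At the adjusted p alone it came within 1.5 times the paper's 296, with 270 lower genes and 208 higher. No other of these alternatives came within 1.5 times any of the paper's counts. An equal-variance test of each gene on unlogged FPKM at an unadjusted p under 0.05, with a difference of at least log2 of 1.5, gave 137 higher and 84 lower genes. It was chosen after the planned tests had called 0 genes and with the paper's counts in view, so its nearness to them is no evidence that the authors used it, and it drops 47 of the 100 genes of the paper's Tables 2 and 3. Without the minimum difference it gave 212 and 142. With no minimum FPKM it gave 139 and 88, and 531 and 438 without the minimum difference. These are all the forms of it that were run, and at an adjusted p of 0.05 it called 0 genes. Of the genes of Tables 2 and 3, 38 and 28 passed the adjusted p without NT siRNA replicate 1, 30 and 11 without NT siRNA replicate 2, 10 and 0 with a replicate block and 1 and 0 without SRC-3 siRNA replicate 2.

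The values of Tables 2 and 3, headed as log2 fold changes, cannot be log2 fold changes at their size. On the log2 scale they equal the difference in mean FPKM for all 100 genes within 0.05, and on that scale the values here and the paper's match. The ratio of mean FPKM was at most 5.92-fold lower in Table 2 and at most 2.09 in Table 3, and reached 1.5-fold in 31 of 50 and 16 of 50 genes. The titles of the tables name SRC-2 knockdown where the libraries are of SRC-3 siRNA.

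The paper's Discussion has genes of chromatin remodeling, nucleosome assembly and DNA replication lower after SRC-3 knockdown. That statement rests on terms enriched among its called genes. The lists here are other gene sets, with the histones apart, and the median covers every tested member, so the genes and the measure are unlike. Here the median log2 fold change was 0.17 for histone chaperones and remodelers and 0.18 for DNA replication, and -0.15 for replication-dependent histones, which are lower as the paper states, as are all 6 histone genes it names. The 3 lists passed with a preset correlation and not with an estimated one (adjusted p = 0.705, 0.718 and 0.705). Against NT siRNA replicates 1 and 2 apart, the medians were 0.071 and 0.30, -0.047 and 0.50, and -0.40 and 0.048, so the sign of the median of DNA replication and of histones depends on the control library. The legend of Figure 7A names *TIMP1* among genes with reduced induction, while the qPCR graph in that figure and Table 3 have it higher with SRC-3 siRNA. The ratio of its mean FPKM was 1.27 in the RNA-seq libraries, the direction of the graph and of Table 3, and *CCN2*, *CCN3* and *INHBA* were lower as in the graphs and the legend. The paper's PCA over its changed genes separated the siRNAs. PC1 over all tested genes (61.5%) did not, PC2 (29.4%) did, and PC1 over genes at an unadjusted p under 0.05 (83.2%), a set chosen after seeing the values, did as well.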

Other observations

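Interferon response genes fell as a set with SRC-3 siRNA, with a negative median against either control library. Of 15 tested genes, 14 were negative (35 genes with no filter, median -0.074), with a median log2 fold change of -0.37 (camera with a preset correlation, adjusted p = 5.1e-06; adjusted p = 0.705 with an estimated correlation). The median was -0.19 against NT siRNA replicate 1 alone and -0.54 against NT siRNA replicate 2 alone. *IFITM1*, which restricts the entry of viruses, had an FPKM of 9.41 ± 2.31 (SD, n = 2) with NT siRNA and 4.37 ± 0.129 (SD, n = 2) with SRC-3 siRNA (log2 fold change -0.94, standard error 0.20, adjusted p = 0.783 from limma), and the log2 fold change was -0.63 for *IFITM2* and -0.41 for *IFIT3*. Small structural RNAs also fell as a set, with a median of -0.38 over 12 genes (adjusted p = 8.8e-06; adjusted p = 0.705 with an estimated correlation), and -0.39 and -0.34 against NT siRNA replicates 1 and 2 apart. *RN7SL1* and *RN7SL2*, the RNA of the signal recognition particle, were 1.93- and 1.73-fold lower, and *SCARNA9L* was 3.89-fold lower. No gene of these lists passed limma's test, and none when adjusted over the list alone.

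Targets of p53 fell as a set, with a median of -0.14 over 15 genes (adjusted p = 0.0067; adjusted p = 0.705 with an estimated correlation; -0.091, adjusted p = 0.155, without NT siRNA replicate 1). *TP53INP1* was lower when adjusted over the list alone (adjusted p = 0.024), and *BTG2*, which slows the cell cycle, had a log2 fold change of -0.46. In 40 genes of oxidative phosphorylation, 33 values were positive, but the median was -0.022 against NT siRNA replicate 1 (adjusted p = 0.616) and 0.33 against NT siRNA replicate 2, with *NDUFS2* at 0.60 and *CYCS* at 0.55. Genes of cell death went both ways (12 positive and 12 negative of 24, adjusted p = 0.984), and *ENDOG*, a mitochondrial nuclease, had a ratio of mean FPKM of 1.91. Of the other p160 coactivators, *NCOA1* was at 0.254 ± 0.0119 (SD, n = 2) with NT siRNA and 0.250 ± 0.00868 (SD, n = 2) with SRC-3 siRNA, and *NCOA2* at 0.211 ± 0.0504 (SD, n = 2) with NT siRNA and 0.235 ± 0.0210 (SD, n = 2) with SRC-3 siRNA.

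The decidual markers of Figure 4, which the paper measured by qPCR during EPC culture, were at day 0 here. *PRL* and *SST* are listed at 0 in all 4 libraries. The log2 fold change was -0.077 for *HOXA10*, -0.14 for *HOXA11*, 0.094 for *HAND2*, -0.39 for *DCN* and -0.50 for *SOX4*, none past limma's test (adjusted p from 0.792 to 0.954). The mean FPKM of *PGR* was 0.500 with NT siRNA (0.647 and 0.352 in replicates 1 and 2) and 0.369 with SRC-3 siRNA (0.373 and 0.366). The groups overlapped for *PGR*, and its higher NT siRNA mean rested on replicate 1. Without NT siRNA replicate 2 the log2 fold change was -0.14 for *DCN* and -0.17 for *SOX4*, and without NT siRNA replicate 1 it was -0.65 and -0.82. Of 15 epithelial, 14 leukocyte and 10 endothelial markers, 2, 1 and 1 reached a mean FPKM of 1.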
